# Pericentromeric heterochromatin is hierarchically organized and spatially contacts H3K9me2 islands in euchromatin

**DOI:** 10.1371/journal.pgen.1008673

**Published:** 2020-03-23

**Authors:** Yuh Chwen G. Lee, Yuki Ogiyama, Nuno M. C. Martins, Brian J. Beliveau, David Acevedo, C.-ting Wu, Giacomo Cavalli, Gary H. Karpen

## Abstract

Membraneless pericentromeric heterochromatin (PCH) domains play vital roles in chromosome dynamics and genome stability. However, our current understanding of 3D genome organization does not include PCH domains because of technical challenges associated with repetitive sequences enriched in PCH genomic regions. We investigated the 3D architecture of *Drosophila melanogaster* PCH domains and their spatial associations with the euchromatic genome by developing a novel analysis method that incorporates genome-wide Hi-C reads originating from PCH DNA. Combined with cytogenetic analysis, we reveal a hierarchical organization of the PCH domains into distinct “territories.” Strikingly, H3K9me2-enriched regions embedded in the euchromatic genome show prevalent 3D interactions with the PCH domain. These spatial contacts require H3K9me2 enrichment, are likely mediated by liquid-liquid phase separation, and may influence organismal fitness. Our findings have important implications for how PCH architecture influences the function and evolution of both repetitive heterochromatin and the gene-rich euchromatin.

## Author summary

The three dimensional (3D) organization of genomes in cell nuclei can influence a wide variety of genome functions. However, most of our understanding of this critical architecture has been limited to the gene-rich euchromatin, and largely ignores the gene-poor and repeat-rich pericentromeric heterochromatin, or PCH. PCH comprises a large part of most eukaryotic genomes, forms 3D membraneless PCH domains in nuclei, and plays a vital role in chromosome dynamics and genome stability. In this study, we developed a new method that overcomes the technical challenges imposed by the highly repetitive PCH DNA, and generated a comprehensive picture of its 3D organization. Combined with image analyses, we reveal a hierarchical organization of the PCH domains. Surprisingly, we showed that distant euchromatic regions enriched for repressive epigenetic marks also dynamically interact with the main PCH domains. These 3D interactions are likely mediated by liquid-liquid phase separation (similar to how oil and vinegar separate in salad dressing) and the resulting liquid-like fusion events, and can influence the fitness of individuals. Our discoveries have strong implications for how seemingly “junk” DNA could impact functions in the gene-rich euchromatin.

## Introduction

Nuclear architecture and dynamics regulate many important genome functions (reviewed in [1–4]). The development of Hi-C, which combines chromosome conformation capture (3C) [5] with genome-wide sequencing [6], has led to major breakthroughs in our understanding of global nuclear architecture (reviewed in [7]). However, analyses of Hi-C results have focused on single-copy sequences in euchromatic regions (e.g., [6,8–10]), and virtually all have excluded the large Peri-Centromeric Heterochromatin (PCH) portion of genomes due to its enrichment for large blocks of repetitive DNAs [11,12]. Despite being gene-poor, the PCH plays a vital role in chromosome dynamics [13,14] and genome integrity [15–17].

A defining characteristic of heterochromatin is its enrichment for ‘repressive’ epigenetic features, such as Histone H3 lysine 9 di- and tri-methylation (H3K9me2/3) and its reader protein, Heterochromatin Protein 1a (HP1a) [18,19]. Interestingly, PCH DNA/chromatin from different chromosomes coalesce into one or a few membraneless PCH ‘domains’ (or chromocenters) in the 3D cell nucleus [20,21]. Recent studies have shown that specific biophysical properties of HP1a and liquid-liquid phase separation (LLPS) may mediate the formation of PCH domains [22,23]. This widely observed spatial organization of PCH domains could significantly influence transcription and other genome functions [24], such as silencing of euchromatic genes transposed near or in PCH genomic regions [25–27]. Furthermore, PCH-PCH interactions have recently been proposed to drive global genome architecture [28].

In addition to PCH and peritelomeric heterochromatin, regions of H3K9me2/3 enrichment are also present in the euchromatic portion of the genome [29–31]. Previous studies of a large block (~1 Mb) of *Drosophila* heterochromatin inserted in subtelomeric euchromatin (*Bw*^*D*^) revealed that large, repetitive, H3K9me2/3 and HP1a-enriched regions in the euchromatic genome can spatially interact with the main PCH domain despite their separation by a large linear distance along the chromosome [32,33]. However, it remains unknown whether the more prevalent, smaller (tens of kbs), and naturally occurring H3K9me2/3 enriched regions in the euchromatic genome (or “H3K9me2 islands”), such as those associated with epigenetically silenced transposable elements (TEs) [34,35], also spatially contact the larger PCH domain.

We currently lack a global and in-depth understanding of the 3D organization of PCH domains, their interactions with the euchromatic genome, and the associated functional importance. To address these questions, we developed a novel method that tackles the sequence complexity of PCH to analyze Hi-C data and used it to study the 3D organization of PCH domains. Combined with cytological fluorescence in situ hybridization (FISH) analysis, we provide a comprehensive picture of the 3D structure of PCH domains in late-stage *D*. *melanogaster* embryos. Our analysis reveals highly heterogeneous contact frequencies among PCH regions, suggesting hierarchical ordering within the domain. Surprisingly, despite being far from PCH on linear chromosomes, euchromatic loci enriched with H3K9me2/3 can dynamically interact with the main PCH domain, and such interactions show properties consistent with liquid-liquid phase separation and may influence individual fitness. Our study demonstrates that the spatial interactions among H3K9me2/3 enriched regions both in PCH and the euchromatic genome can have a fundamental impact on genome organization and, potentially, genome function.

## Results

### Hierarchical organizations of PCH domains

To decipher the 3D organization of PCH domains, we overcame technical limitations inherent to analyzing repeated DNA sequences and developed a new analysis method of Hi-C data that includes repetitive DNAs highly represented in PCH regions **(Fig 1A and S1 Fig).** The Release 6 *D*. *melanogaster* genome is the most complete genome among all multicellular eukaryote and includes a nearly full assembly of the non-satellite PCH DNA [36,37]. The genomic boundaries between PCH and euchromatin have also been epigenetically identified [31]. The annotated assembly allowed us to include three types of Hi-C reads that originate from PCH DNA (**Fig 1A**): 1) unique single-copy sequences within PCH (e.g., protein-coding genes, “unique”), 2) simple and complex repeats enriched in PCH (“repeat”, **S1 Table**), and 3) sequences that map to multiple sites in the PCH (i.e., non single-locus mapping, “multi”). While “repeat” and “multi” categories both arise from multi-copy PCH DNA, we separated them into two categories because their identification requires different computational approaches (see Materials and Methods). We used these sequence classifications to assess contact frequencies between PCH regions, and between PCH and H3K9me2/3-enriched regions in the euchromatic genome (**Fig 1B** and below), using published Hi-C data from 16-18hr *D*. *melanogaster* embryos [38].

**Fig 1:**
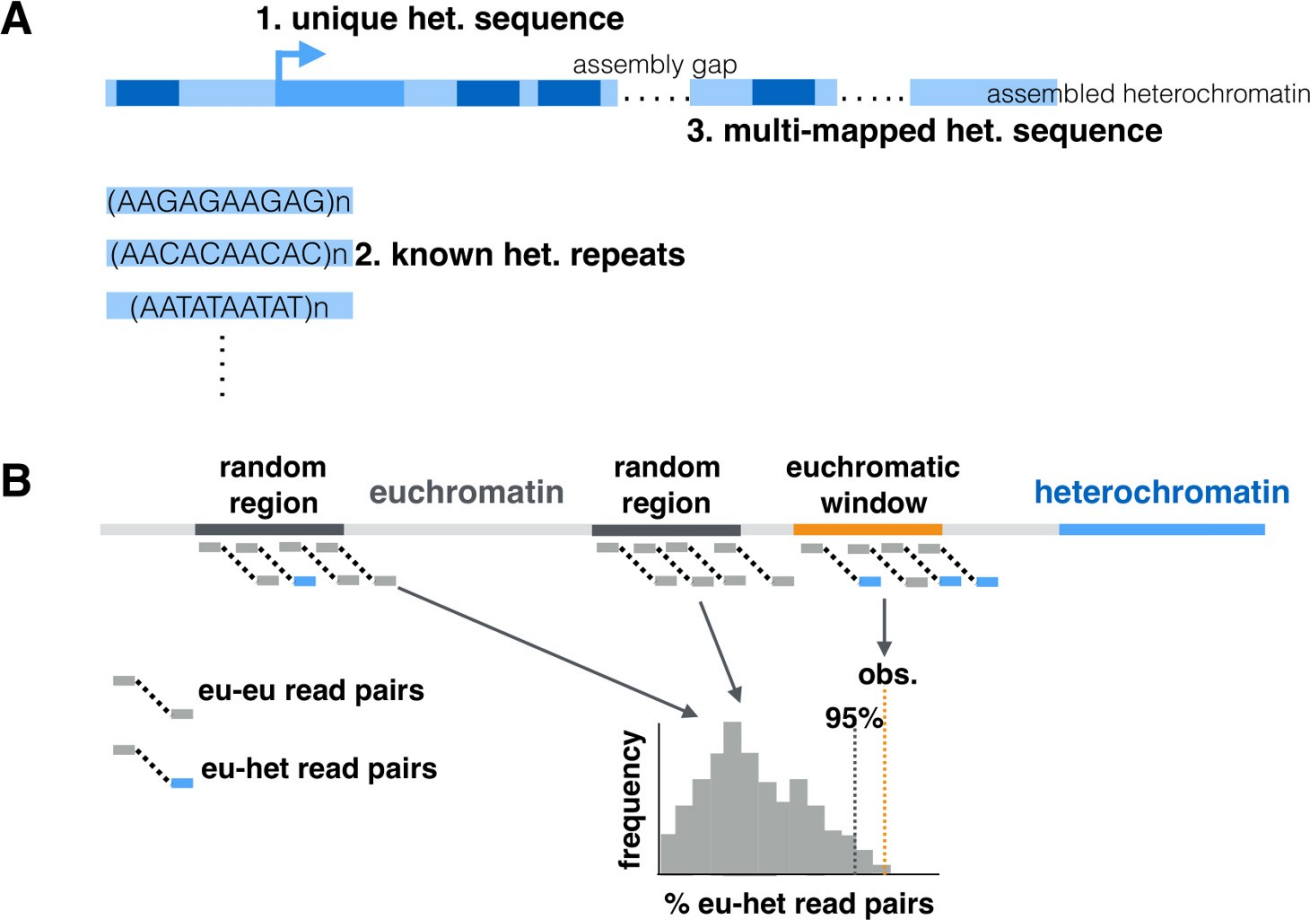
New approaches for analyzing 3D organization of PCH domains. (A) Three types of PCH-derived sequences were included in the Hi-C analysis: 1) reads mapped to single-copy sequence in the epigenetically defined PCH regions (“unique” reads, 2.4% of filtered Hi-C reads (see **S1 Fig**)), 2) reads mapped to known heterochromatic simple and complex repeats (“repeat” reads, 6.44%), or 3) reads mapped to non-unique sequences (dark blue) that are present within epigenetically defined PCH regions (“multi” reads, 3.0%). (B) Methods for assessing if an H3K9me2-enriched euchromatic region displays exceptional 3D contacts with PCH. The observed percentage of euchromatin-PCH read pairs for an H3K9me2 enriched euchromatic region is compared to a null distribution generated using randomly selected, non-H3K9me2 enriched euchromatic regions to estimate *p-value*.

Analyses of the formation and function of 3D PCH domains generally assume they are homogeneous, despite the fact that they contain coalesced PCH regions from different chromosomes that have high sequence heterogeneity. To investigate potential substructures within the PCH domains, we restricted the analysis to Hi-C read pairs whose both ends mapped *uniquely* to PCH genomic regions (“unique” PCH reads, **Fig 1A**) because the chromosomal locations of these reads are known. In addition to PCH regions on the 2^nd^, 3^rd^, and X chromosomes, the entire 4^th^ and Y chromosomes were included in the analysis because enrichment for heterochromatic marks extends across both chromosomes [31,39]. We estimated the number of Hi-C read pairs coming from any two of the 100kb PCH regions. Using a sequential exclusion approach (see Materials and Methods), we identified three types of prevalent spatial interactions among PCH regions: within an arm (intra-arm), between arms of the same chromosome (inter-arm), and between arms of different chromosomes (inter-chromosome). The most frequent interactions were among PCH windows on the same chromosomal arm, which accounts for 98.08% (replicate 1, **Fig 2A**) and 97.15% (replicate 2, **S2 Fig;** and see **S3 Fig**) of parsed Hi-C read pairs (see **S2 Table** for the number of read pairs supporting each interaction). Interactions among windows within PCH arms are stronger than PCH-euchromatin interactions on the same arm (**S4 Fig**), suggesting that PCH arms (e.g., 2L PCH) are organized into distinct “territories.”

**Fig 2:**
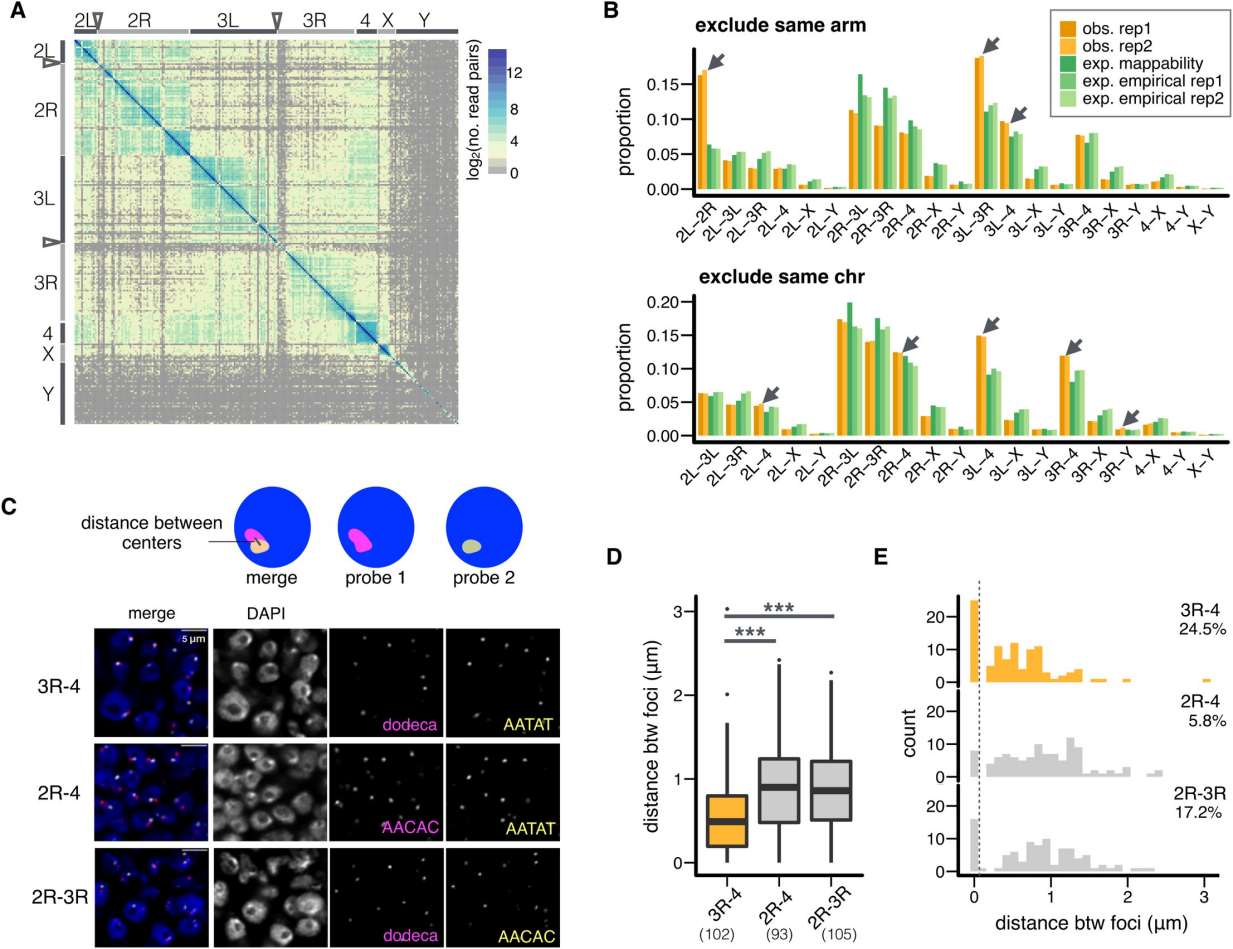
Differential spatial interactions between PCH regions on different chromosomes. **(A)** Heatmap for the number of Hi-C read pairs supporting the spatial interactions between pairs of 100kb PCH windows (total 189 windows). Replicate 1 is shown (see **S2 Fig** for replicate 2). Centromeres are denoted by arrowheads, and only PCH regions are shown. (B) Barplots for the observed and expected proportion of read pairs supporting spatial interactions between PCH on different chromosomes, excluding intra-arm (above) and inter-arm (below) interactions. Interactions that are more than expected and have significant permutation *p-values* (all *p* < 0.0001) are denoted with arrows. obs: observed proportion, exp: expected proportion (C) An example showing how the distance between foci was estimated (top) and representative slice images of embryonic cells stained with DAPI (DNA, blue) and FISH probes recognizing indicated PCH regions (3R-4, 2R-4, and 2R-3R, pink and yellow) (bottom). (D, E) Boxplot (D) and histogram (E) showing the 3D distance between PCH foci in optical sections. Orange box/bars are for exceptional PCH interactions (3R-4), while gray ones are for other interactions. In (D), the numbers of nuclei counted are in parentheses. Centerlines: median, box limits: upper and lower quartile. Points: outliers. In (E), the threshold for nuclei with overlapping foci is denoted with a dashed line, and the percentages denote nuclei with overlapping foci. *** *p <* 0.001.

Exclusion of intra-arm interactions reveals strong spatial interactions between PCH regions flanking the centromeres (inter-arm, i.e., 2L-2R, 3L-3R), which accounted for 34.72% and 35.88% (replicate 1 and 2) of the remaining read pairs (0.67% and 1.02% of total unique PCH-PCH read pairs respectively), and specific inter-chromosome interactions, mainly 3L-4 (9.68% and 9.49% of non-intra-arm read pairs). To quantitatively investigate whether these interactions are exceptional, we compared the observed percentage of read pairs against expectations that are based on either theoretical mappability [40] or empirically observed number of reads mapped to PCH on each chromosome arm (see Materials and Methods, **Fig 2B**). We also performed permutation tests for the latter to evaluate statistical significance. Contact frequencies between 2L-2R, 3L-3R, and 3L-4 are indeed significantly more than expected (compared to both expectations, permutation *p-value* < 0.0001). Finally, we excluded all intra-chromosome interactions to specifically study contact frequencies between PCH regions on different chromosomes (**Fig 2B**). The relative frequencies of most inter-chromosome associations did not exceed expectations (e.g., 2L-3L), suggesting random contacts across cell populations. However, frequencies of 3D contacts between 3^rd^ chromosome PCH and the 4^th^ chromosome (3L-4, 3R-4) were exceptionally high (compared to both expectations, permutation *p-value* < 0.0001). Contact frequencies between 2L-4, 2R-4, and 3R-Y were also significantly more than expected.

The spatial interactions detected with Hi-C represent a superimposition of different chromosome conformations within cell populations. To investigate the prevalence and cell-to-cell variability of identified 3D interactions, we performed single-cell FISH on embryos of the same genotype and stage as those used for Hi-C. In *D*. *melanogaster*, different simple repeats are specifically enriched in the PCH regions of certain chromosomes [41]. This allowed us to ask if chromosome-specific probes that label simple repeats from PCH regions that display exceptional Hi-C spatial interactions (e.g., 3R-4) colocalize more often than probes from the same chromosomes with lower frequency 3D interactions (2R-4 and 2R-3R). We measured the distance between centers of FISH signals in optical sections of 16-18hr embryos (**Fig 2C**). The distance between 3R (dodeca)-4^th^ chromosome (AATAT) is significantly shorter than 2R (AACAC)-4 or 2R-3R (*Mann-Whitney test*, *p* < 10^−6^ (3R-4 vs. 2R-4) and <10^−4^ (3R-4 vs. 2R-3R), **Fig 2D**). For all three pairs of interactions, the distribution of the distance between FISH signals is bimodal (**Fig 2E**), with a sharp peak near zero, and reveals a “natural threshold” dividing the nuclei into two groups (dashed line in **Fig 2E**). We defined two foci as ‘overlapping’ when their distances were shorter than this threshold. Consistent with the Hi-C results, the proportion of nuclei with overlapping foci was higher for 3R-4 than for 2R-4 and 2R-3R (*Fisher’s Exact test*, *p* = 0.001 and 0.22, respectively, **Fig 2E**). Overall, both Hi-C and FISH analyses demonstrate a hierarchical 3D organization of PCH domains.

### Euchromatic regions enriched for H3K9me2 show 3D contacts with PCH

The coalescence of PCH regions and large blocks of translocated heterochromatin in the euchromatic genome (e.g., *Bw*^*D*^, [32,33]), as well as the observations of the formation of HP1a liquid droplets both *in vitro* and *in vivo* [22,23], led us to predict that small regions enriched for H3K9me2/3 and HP1a in the euchromatic genome could also spatially associate with the main PCH domains. To test this hypothesis, we identified euchromatin-PCH Hi-C read pairs, which contain sequences from single-copy, euchromatic regions paired with *any* PCH sequence (i.e., all three categories of PCH sequences, **Fig 1A**). We then estimated, among Hi-C read pairs whose one end mapped uniquely to a specific euchromatic region, the percentage of euchromatin-PCH read pairs (**Fig 1B**). We generated null distributions for the percentage of euchromatin-PCH Hi-C read pairs using randomly chosen euchromatic regions that lack H3K9me2/3 enrichment to calculate empirical *p-values* (**Fig 1B**). Euchromatic regions with exceptional percentages of euchromatin-PCH Hi-C read pairs (empirical *p-values* < 0.05) were considered to interact spatially with PCH (see Materials and Methods).

We identified by ChIP-seq 496 H3K9me2-enriched regions (defined as “H3K9me2 islands,” 290bp—21.63Kb, with an average size of 3.84 kb) in the euchromatic genome (>0.5 Mb distal from the epigenetically defined euchromatin-PCH boundaries) in embryos of the same genotype and stage as the Hi-C data (see Materials and Methods). Of these H3K9me2 islands, 13.91% (n = 69) and 8.67% (n = 43) displayed significant spatial associations with PCH in either or both Hi-C replicates, respectively (**Fig 3A**). These numbers are significantly higher than expected (i.e., 5% of the H3K9me2 islands would be significant under null expectation; *binomial test*, *p* = 3.04x10^-14^ (either) and 0.00059 (both)). Thus, we conclude that H3K9me2 islands are more likely to spatially interact with PCH than euchromatic regions without H3K9me2 enrichment. For subsequent analyses, we focused on H3K9me2 islands that significantly interacted with PCH in *both* Hi-C replicates (hereafter referred to as “EU-PCH” associations).

**Fig 3:**
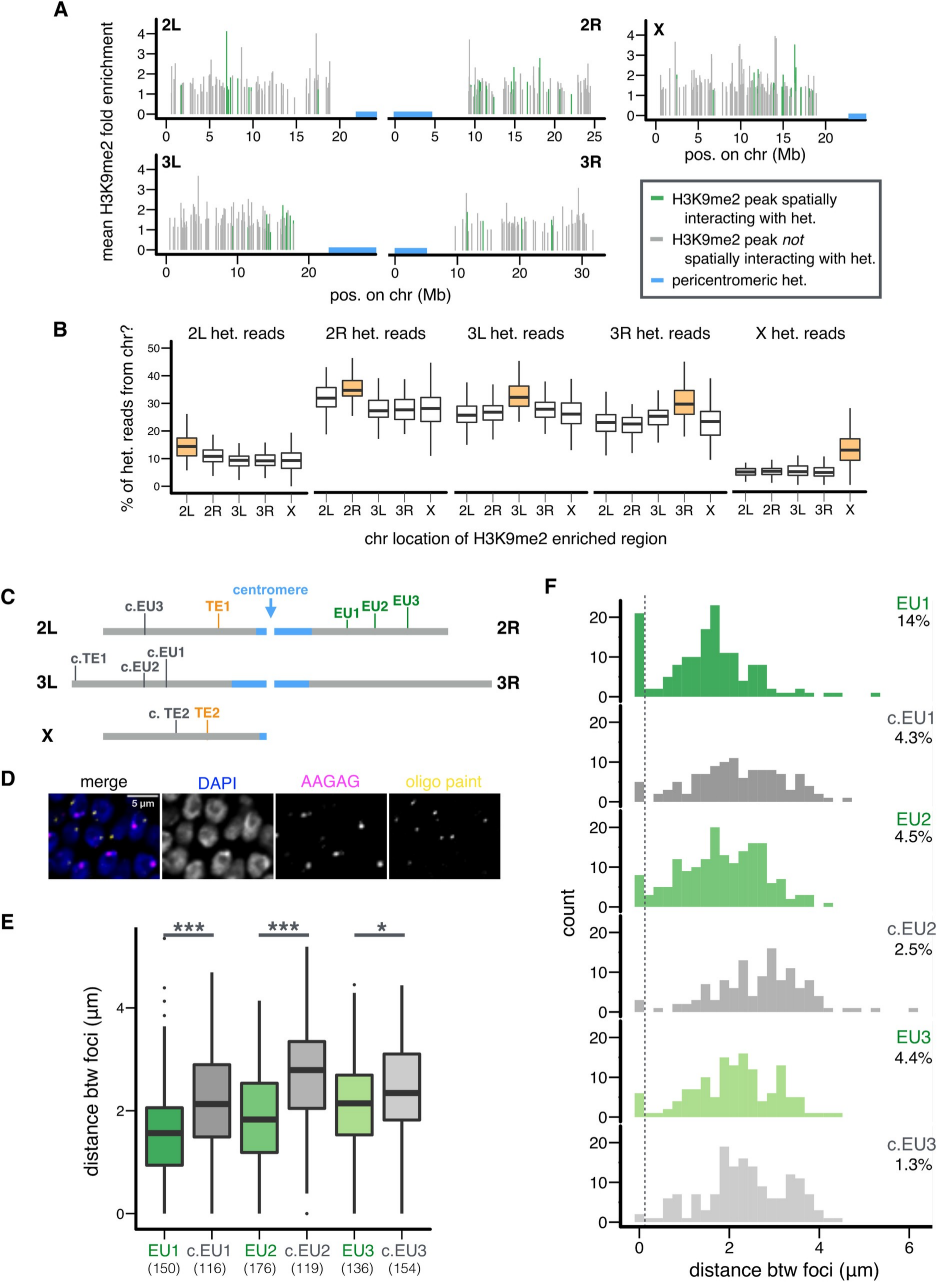
H3K9me2 islands are in 3D contacts with PCH domains. (A) Genomic distribution and average H3K9me2 enrichment level of H3K9me2 islands with (green) and without (gray) 3D interactions with PCH (blue). (B) The percentage of Hi-C reads coming from PCH regions on a particular chromosome (y-axis) is compared between H3K9me2 islands on the same (orange) or other (white) chromosomes. Replicate 1 is shown and see **S6 Fig** for replicate 2. (C) Locations of H3K9me2 islands and TEs (see below) chosen for FISH analysis. Euchromatin (gray), PCH (blue). (D) Representative slice images of nuclei stained with DAPI (DNA, blue) and FISH probes for EU1 (Oligopaint probe, yellow) and PCH (AAGAG, pink). Also see **S8 Fig**. (E, F) Boxplot (E) and histogram (F) showing the 3D distance between PCH and indicated euchromatic regions on optical sections (with PCH interaction = green, without = gray). In (E), the numbers of nuclei counted are in parentheses. In (F), the threshold for nuclei with overlapping foci is denoted with a dashed line, and the percentages denote nuclei with overlapping foci. In (B, E) Centerlines: median, box limits: upper and lower quartile. Points: outliers. * *p <* 0.05, *** *p <* 0.001.

We found that H3K9me2 islands with PCH interactions have shorter linear distance to PCH regions along the chromosome when compared to H3K9me2 islands that lacked PCH interactions (*Mann-Whitney U test*, *p* < 10^−4^, **S5 Fig**), suggesting that proximity to PCH on a linear chromosome is a strong defining feature for the tendency to spatially interact with PCH. For each H3K9me2 island, we calculated the percentage of unique PCH reads from each chromosome arm (e.g., percentage of EU-2L PCH read pairs). For PCH region on a particular arm, H3K9me2 islands on the very same arm always have the highest such percentage (e.g., 2L euchromatic regions have the highest percentage of EU-2L PCH read pairs), followed by those on the other arm of the same chromosome (**Fig 3B** and **S6 Fig**). This echoes the observed strong tendency of “intra-arm” PCH-PCH interactions, followed by “inter-arm” PCH-PCH interactions (**Fig 2A and 2B**).

Interestingly, H3K9me2 islands that show spatial interactions with PCH have higher fractions of coding sequences when compared to H3K9me2 islands without PCH interactions (*Mann-Whitney U test*, *p* = 0.0015, median: 70.1% (with) and 30.4% (without)). In addition, these regions are more likely located within active Topologically Associated Domains (TADs) identified at the same embryonic stage [8] than H3K9me2 islands without PCH interactions (*Fisher’s Exact Test*, *p* = 0.0078, **S3 Table)**. Surprisingly, we also found that significant EU-PCH contacts are more likely to involve euchromatic regions in active combinatorial chromatin states [42,43]: Red or Yellow chromatin (*Fisher’s Exact test*, *p* = 0.021) or modEncode States 1–4 (*p* < 10^−4^ (S2) and = 0.011 (BG3), **S3 Table**). These regions are also depleted for chromatin states that lack obvious enrichment for histone modifications and/or protein binding: “null” TADS (*Fisher’s Exact test*, *p* = 0.03), black chromatin (*p* < 10^−3^), and modEncode State 9 (*p =* 0.008 (S2), **S3 Table**). Similarly, analysis using modEncode expression data from the same developmental stage (16-18hr embryos [44]) showed that genes in H3K9me2 islands with PCH interactions have higher expression than genes in H3K9me2 islands without PCH contacts (*Mann-Whitney U test*, *p* = 0.0007). It is surprising that PCH associations would be enhanced for H3K9me2 islands containing coding genes, active chromatin marks, or higher gene expression. However, since the chromatin states and expression data analyzed are from strains that likely have different H3K9me2/3 distributions from those of the Hi-C strain, additional studies are needed. It is worth noting that PCH associations were not correlated with the following properties of H3K9me2 islands: autosome or sex chromosome linkage (*Fisher’s Exact test*, *p* = 0.27), size of the enriched region (*Mann-Whitney U test*, *p* = 0.31), or the average level of H3K9me2 enrichment (*Mann-Whitney U test*, *p* = 0.91). Analysis of significant EU-PCH interactions in *either* replicate reached the same conclusions (**S4 Table**).

To validate the EU-PCH 3D interactions identified by Hi-C analysis, we performed FISH using Oligopaint probes [45–47] targeting 30.5–42.9kb euchromatic regions (**S5 Table**) and probes that broadly mark PCH (AAGAG, a satellite enriched in PCH regions of all chromosomes, [48,49]). We focused on three 2R windows covering H3K9me2 islands that spatially interact with PCH (EU1-3). Because we observed that the linear distance to PCH genomic regions is a strong predictor for whether an H3K9me2 island interacts with PCH (see above), for each of these regions, we chose a matching “control” window located at a similar linear distance from PCH genomic regions that do not have H3K9me2 enrichment (c.EU1-3, see **Fig 3C** for genomic locations of chosen regions, see **S7 Fig** for their H3K9me2 enrichment level, and **Fig 3D** and **S8 Fig** for representative FISH images). Consistently, we observed that H3K9me2 islands displaying PCH interactions in the Hi-C analysis are closer to PCH in 3D space than linearly equidistant euchromatic regions that lack H3K9me2 enrichment (*Mann-Whitney U test*, *p* < 10^−5^ (EU1 vs. c.EU1), < 10^−10^ (EU2 vs. c.EU2), and 0.03 (EU3 vs. c.EU3), **Fig 3E**), confirming the Hi-C results. This difference is also reflected in the higher proportion of cells in which the two foci overlap when compared to the control regions (**Fig 3F**). It is worth noting that the comparatively lower frequency of overlapping foci for EU2 and EU3, when compared to EU1, could result from the fact that these two regions are much farther from the PCH on a linear chromosome, and thus less likely to spatially interact with PCH than EU1 (see above). This could lead to lower statistical power, and thus the comparison of proportion of overlapping foci between focused and control regions is only statistically significant for EU1 (*Fisher’s Exact test*, *p* = 0.01 (EU1 vs. c.EU1), 0.53 (EU2 vs. c.EU2), and 0.15 (EU3 vs. c.EU3)). Overall, the Hi-C and FISH analyses reveal that even short stretches of H3K9me2-enrichment in the euchromatic genome can coalescence with the main PCH domains. Note that the focused regions (EU1-3) and control regions (c.EU1-3), though similar in distance to PCH, are not on the same chromosome, and unknown biases could have led to the observed results. Stronger evidence will come from comparing the 3D organization of homologous sequences with and without H3K9me2 enrichment (see below).

### 3D PCH contacts include euchromatic TEs enriched for H3K9me2

Naturally occurring TE insertions in the euchromatic genome can acquire H3K9me2/3 marks that often extend into flanking regions, including genes [34,35,50,51], and we predict that these could also spatially contact the main PCH domains. While non-TE induced H3K9me2/3 enriched regions in the euchromatic genome are commonly *shared* between individuals (e.g., **S7 Fig**), most TE insertions are polymorphic (i.e., not present in all individuals) in the *Drosophila* population [52–54], leading to varying H3K9me2 enrichment between individuals and strains (e.g., **S9 Fig** [35]). Accordingly, to identify TE-induced H3K9me2 islands, we compared the H3K9me2 enrichment level around euchromatic TE insertions in the strain used for Hi-C (ORw1118) with that of homologous sequences in strains without the respective TEs (wildtype), as performed previously for other strains [35]. This approach identifies H3K9me2 enrichments that are broad and/or low in enrichment level, and therefore often missed by custom pipelines that rely on identifying “sharp peaks” (reviewed in [55,56]). Our analyses were restricted to 106 TEs that displayed H3K9me2 spreading into at least 1kb of flanking DNA (65% of identified TEs in strain ORw1118, see Materials and Methods), with an average of 4kb and maximum of 18kb of H3K9me2 spread. Among these TEs, 13.21% (n = 14) and 7.55% (n = 8) displayed significant spatial interactions with PCH (*p* < 0.05) in either or both Hi-C replicates respectively (see **S10 Fig** for their genomic distribution), which is significantly more than expected (*binomial test*, *p* = 8.38x10^-4^ (either) and 0.26 (both)). As a contrast, only 1.75% of TEs without H3K9me2 enrichment (n = 1) display PCH interactions. We focused on analyzing the 14 TEs showing significant PCH-contact in *either* replicate, while analyses restricted to eight TEs significant for *both* replicates were qualitatively similar (**S6 Table**). Similar to non-TE induced H3K9me2 islands, TEs spatially interacting with PCH are closer to PCH genomic regions on the linear chromosome than those that do not interact with PCH (*Mann-Whitney U test*, *p* = 0.037, **S10 Fig**). 

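The S1 File gives the paper's own Hi-C p-values and H3K9me2 spread for each TE, and these were joined to the TE calls of ORw1118. Of the 106 TEs that the paper lists with H3K9me2 spread, 11 have a p-value under 0.05 in either Hi-C replicate and 7 have one in both. Over all 166 TEs, including the 60 without spread, these numbers are 14 and 8. The 11 interacting TEs lay a median of 8.21 Mb from PCH (interquartile range 7.02 to 11.7 Mb) and the other 95 a median of 13.5 Mb (8.18 to 19.1 Mb), by the paper's distances (two-sided permutation test of the rank sum, 100000 resamples, p = 0.0366). On X, the 4 interacting TEs had a median distance of 7.69 Mb and the 38 others 16.8 Mb (two-sided exact permutation test, p = 0.0264). On the autosomes, the 7 interacting TEs had a median of 11.1 Mb and the 57 others 11.5 Mb (two-sided exact permutation test, p = 0.422). Whether the difference itself differs between X and autosomes was not tested. With TEs without H3K9me2 spread included, 14 interacting TEs had a median of 9.68 Mb and the 152 others 13.2 Mb (permutation p = 0.112). TEs are separate loci of 1 strain and not independent replicates. The paper reports that TEs that interact with PCH lie nearer to it along the chromosome, as it found for other H3K9me2 islands. Its text gives the 14 TEs with a p-value under 0.05 in either replicate as the basis.

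**Figure D1:**
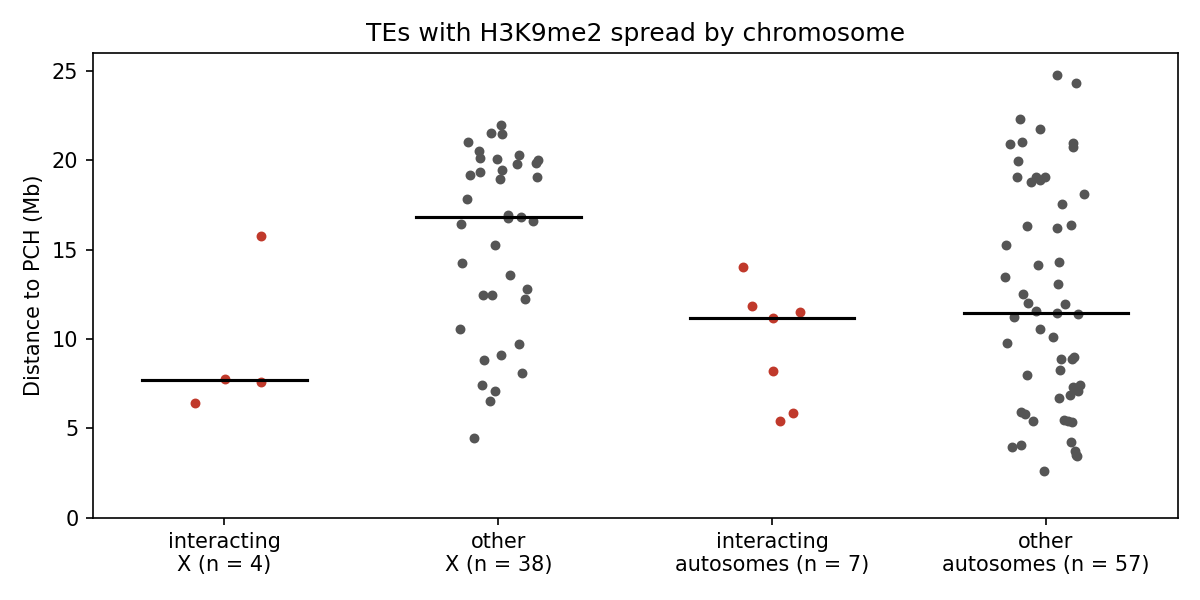
Distance to PCH (Mb, vertical axis) of the 106 TEs with H3K9me2 spread, split by interaction with PCH in either Hi-C replicate of the S1 File and by X or autosomes. Each point is 1 TE and each line a median, which is 7.69 Mb and 16.8 Mb on X and 11.1 Mb and 11.5 Mb on the autosomes for interacting and other TEs.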

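The TE calls matched to the S1 File give the family and place of each TE with H3K9me2 spread and a Hi-C p-value under 0.05 in both replicates, by the paper's values. On 2L, a *roo* inserted between 16610062 and 16610287 in an intron of CG42389, the gene *mtgo* of RefSeq. On 3L, a *pogo* lies between 11435625 and 11435858, an interval that partly overlaps the long non-coding RNA CR44548. The authors' annotation classes this *pogo* as intergenic. Also on 3L are a *17*.*6* between 11819051 and 11819283 in an intron of CG5946, and another *pogo* between 14748111 and 14748343 in the 3′ UTR of CG42507. On X, a *roo* lies between 14866515 and 14866752 in introns of *Flo2* and CG9518, an *mdg3* between 15012403 and 15012645 in an exon of *hiw*, and a further *roo* between 16199206 and 16199425, which is 7575 bp from the nearest gene body. Their coverage ratios in reads treated as single-end were 3.3, 4.0, 4.7, 3.9, 8.7, 4.4 and 4.9 in this order. The TEs below that p-value in only 1 replicate are a *roo* in an intron of CG32082 on 3L, an *FB* in an intron of *cwo* on 3R, an *S-element* in introns of CG7694 and *fray* on 3R, and an *S-element* in the 3′ UTR of CG4558 on X, named with their genes after their values were seen.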

PCH-interacting TEs include those from *roo*, *pogo*, *17*.*6*, *mdg3*, *FB*, and *S* families. However, they were not significantly enriched for any specific TE family (*Fisher’s Exact Test* for individual TE family, *p* > 0.26), class, type, or sex-chromosome linkage (**S6 Table**).

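Family was taken from the TE calls and each of the 27 families among the 106 TEs with H3K9me2 spread was tested with a two-sided Fisher's exact test, with 11 interacting TEs against 95 others. The smallest p in these exact tests was 0.0279, for *S-element*, with 2 of 11 interacting TEs and 1 of 95 others (Benjamini-Hochberg adjusted p = 0.754 over the 27 families). For *pogo*, with 2 interacting TEs and 6 others, p was 0.194, for *17*.*6* (1 and 1) 0.198, for *mdg3* (1 and 2) 0.283 and for *FB* (1 and 5) 0.491. For *roo*, with 4 interacting TEs (36.4%) and 40 others (42.1%), p was 1. The family *mdg1* had 3 TEs with spread, none of them interacting. For the 7 TEs that interact in both replicates, the smallest p of the exact tests was 0.0868, for *pogo* (adjusted p = 1). No family passed the adjusted threshold in any of these sets. In simulated data of the same size, 106 TEs with 11 interacting, *pogo* given to 60% of the interacting TEs was called in 87 of 100 simulations. Weaker enrichments can thus be missed. Enrichment of a more frequent family such as *roo* was not simulated, so how often it would be called is not known.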

The polymorphic nature of TEs offers a rare opportunity to compare the 3D conformations of *homologous sequences* with and without TE-induced H3K9me2/3 enrichment. To validate the Hi-C results, we performed FISH analysis focusing on two TEs that are present in the Hi-C strain (ORw1118) but absent in another wildtype strain (RAL315). These two TEs also induced ORw1118-specific enrichment of H3K9me2 (**S9 Fig**) and spatially interact with PCH (TE1,2, **Fig 3C**). 

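The TE calls of ORw1118 show both TEs at a coverage ratio past the limit. TE1 is a *roo* on 2L, with 119 supporting reads (56 on one side of the insertion and 63 on the other) and 35.4 reference reads in reads treated as single-end. Its coverage ratio was 3.3 (exact 95% Poisson interval of the supporting reads, 2.71 to 3.91), and merged reads gave 3.4 with 78 supporting reads. TE2 is an *mdg3* on X, with 114 supporting reads (61 and 53) and 25.2 reference reads. Its coverage ratio was 4.4 (3.59 to 5.23), and merged reads gave 4.3 with 74 supporting reads. The calls in RAL315 were not analysed here. How the reference reads were normalized is not stated in the lists.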

If the 3D proximities between the euchromatic neighborhood of these two TEs and PCH are indeed due to TE insertions instead of other properties of the regions, we would observe such spatial proximity *only* for the Hi-C strain, but not for the homologous region in the strain without the TE insertion. 

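The S5 Table gives an Oligopaint window and a TE family for 2 further insertions, which the TE calls of ORw1118 place as follows. An *mdg1* on 3L from 371494 to 371717, in an exon of *trh*, had 124 supporting reads (66 and 58 on its sides) and 39.6 reference reads in reads treated as single-end. Its coverage ratio was 3.1 (exact 95% Poisson interval 2.54 to 3.64), and merged reads gave 3.6. A *roo* on X from 10409841 to 10410072, beside *flw*, had 143 supporting reads (64 and 79) and 27.2 reference reads. Its coverage ratio was 5.1 (4.27 to 5.97), and merged reads gave 5.9. The authors' annotation classes this *roo* as intergenic in one list and as 3′ UTR of *flw* in the other.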

As controls, we also included two additional ORw1118-specific TEs that do not interact with PCH and do not have H3K9me2 enrichment (c.TE1,2, **Fig 3C, S9 Fig**). We predicted that the spatial distance between TE euchromatic neighborhood and PCH would *not* differ between strains *with* and *without* these two control TEs. We performed FISH using Oligopaint probes that target *unique regions* flanking the selected euchromatic TE insertions (**S5 Table**) and probes that broadly mark PCH (see **S8 Fig** for representative cell images). For TE1 and TE2, the distance to PCH signals is shorter in ORw1118 than in wildtype (*Mann-Whitney U test*, *p* = 0.0008 (TE1) and *p* = 0.07 (TE2), **Fig 4A**). Interestingly, the distribution of the distances between TE1/TE2 and PCH is bimodal for ORw1118 nuclei but unimodal for wildtype, which lacks the peaks near zero, or nuclei with overlapping foci (**Fig 4B**). Indeed, there are more nuclei with overlapping foci in ORw1118 than in the wildtype strain (*Fisher’s Exact Test*, *p* = 0.0007 (TE1) and 0.070 (TE2)). Importantly, these between-strain differences were not observed for control TEs that lacked PCH interactions (*Mann-Whitney U test*, *p* = 0.24 (c.TE1) and 0.87 (c.TE2), *Fisher’s Exact test*, *p* = 0.49 (c.TE1) and 1 (c.TE2), **Fig 4A and 4B**). This comparison of *homologous* euchromatic regions with and without TEs strongly indicates that H3K9me2 enrichment is required for spatial contacts between euchromatic regions and PCH domains.

**Fig 4:**
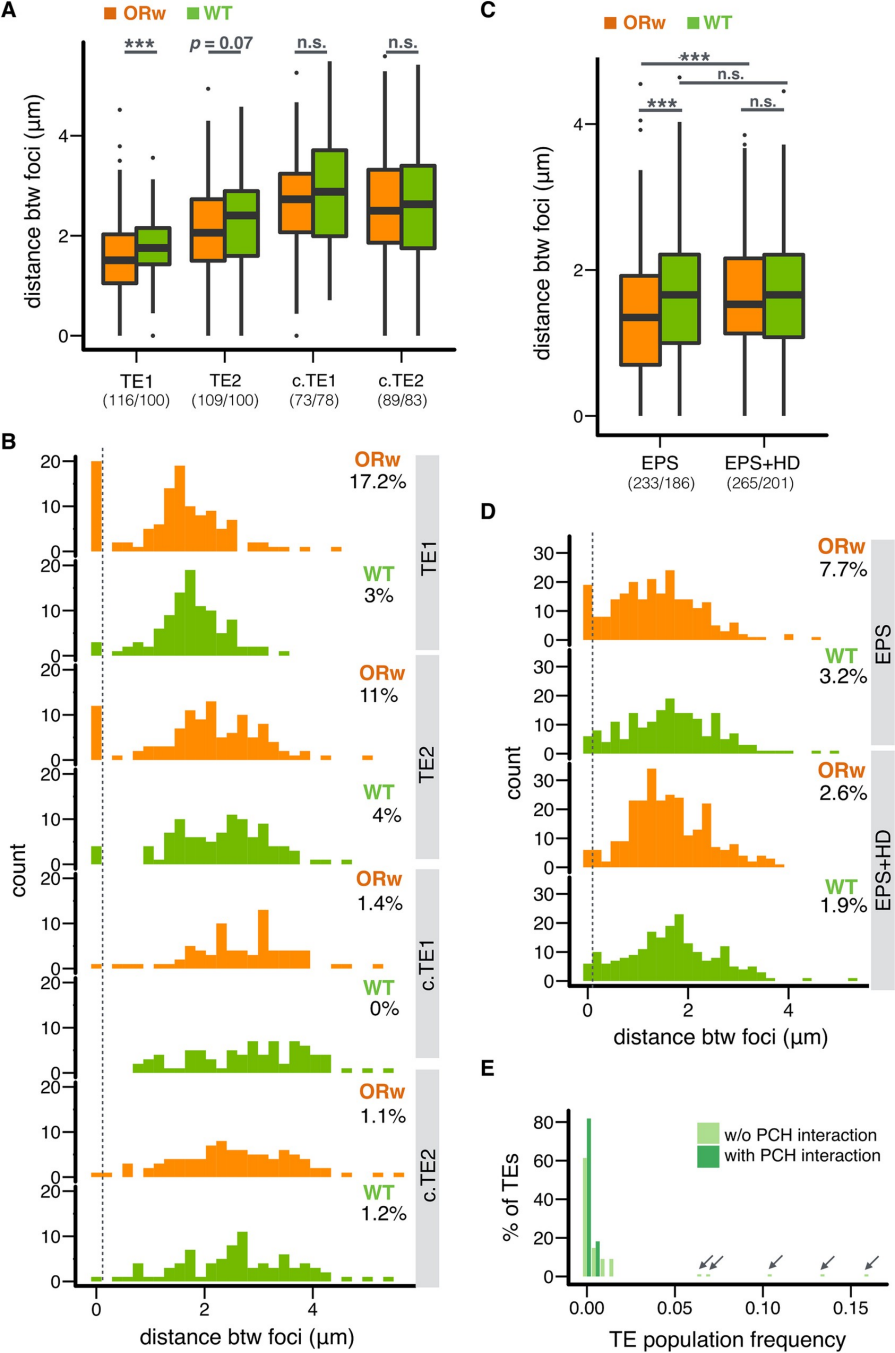
Euchromatic TEs show 3D contacts with PCH, and such interactions are sensitive to 1,6-hexanediol treatment. (A, B) Boxplot (A) and histogram (B) showing the 3D distance between euchromatic TE neighborhood and PCH on optical sections. The distance was estimated for ORw1118 (ORw, orange, TE present) and wild type (WT, green, no TE present) embryonic cells. (C, D) Boxplot (C) and (D) histogram comparing TE1-PCH distance between genotypes and between treatments. The distance was estimated for permeabilized ORw and WT embryos (EPS, see Materials and Methods) and permeabilized ORw and WT embryos with 1,6-hexanediol treatments (EPS+HD). In (A, C), the numbers of nuclei counted are in parentheses. In (B, D), the threshold for nuclei with overlapping foci is denoted with a dashed line, and the percentages denote nuclei with overlapping foci. (E) Population frequencies of TEs with and without PCH interaction. Note that high frequency TE insertions (population frequency > 0.05, arrows) all show no PCH interactions. In (A, C), Centerlines: median, box limits: upper and lower quartile. Points: outliers. *** *p <* 0.001, n.s *p >* 0.05.

### Euchromatin-PCH 3D contact is sensitive to perturbing liquid-liquid phase separation

The coalescence of PCH regions located on different chromosomes into 3D PCH domains in *Drosophila* exhibits properties characteristic of liquid-liquid phase separation. This includes sensitivity to 1,6-hexanediol [23], which is a mild perturbant of hydrophobic interactions [57]. To investigate if the 3D contacts between H3K9me2 islands and PCH domains is mediated by similar biophysical mechanisms, we used FISH to compare the 3D distance between PCH and H3K9me2 islands that displayed significant PCH interactions (see above) in permeabilized embryos with and without 1,6-hexanediol treatment (see Materials and Methods). We focused on TE1 because it is ORw1118-specific and leads to strain-specific H3K9me2 enrichment. This allows comparisons between genotypes with and without TEs to investigate whether the sensitivity to 1,6-hexanediol treatment is H3K9me2-enrichment dependent (see Materials and Methods, see **S11 Fig** for representative cell images). Compared to untreated controls, we observed significantly longer TE1-PCH distance (orange in **Fig 4C**, *Mann-Whitney test*, *p* < 10^−4^) and fewer nuclei with overlapping foci (orange in **Fig 4D**, *Fisher’s Exact test*, *p* = 0.02) in ORw1118 embryos treated with 1,6-hexanediol. In contrast, no such difference was observed in wildtype embryos, which do not have the TE insertion and thus no frequent TE1-PCH 3D contacts (green in **Fig 4C and 4D**, *Mann-Whitney test*, *p* = 0.91, and *Fisher’s Exact test*, *p* = 1). Importantly, the significant difference in TE1-PCH 3D distance between genotypes with and without TE insertion is only observed for embryos *without* 1,6-hexanediol treatments (*Mann-Whitney test*, *p* = 0.001, *Fisher’s Exact test*, *p* = 0.057), and not for those *with* the treatment (*Mann-Whitney test*, *p* = 0.44 and *Fisher’s Exact test*, *p* = 0.55, **Fig 4C and 4D**). Changes in nuclear volume upon 1,6-hexanediol treatment were previously reported in cell culture [23], although we did not observe such changes in embryos with 1,6-hexanediol treatment (**S12 Fig**). Nevertheless, analysis based on the relative distance between foci (absolute distance divided by nuclear size, see Materials and Methods) gave consistent results (**S11 Fig**). The sensitivity of TE-PCH 3D contacts to 1,6-hexanediol is consistent with the spatial interactions between H3K9me2 islands and PCH domains being mediated by liquid fusions, an emergent property of liquid-liquid phase separation [23].

### Euchromatin-PCH 3D contacts may influence individual fitness

A dominant factor governing the population frequencies of TEs (presence/absence in a population) is natural selection against their deleterious fitness impacts [52,58,59]. We estimated the population frequencies of studied TE insertions (in ORw1118 genome) in a large panmictic African population ([60], see Materials and Methods). TEs with PCH interactions have significantly lower mean population frequencies than TEs without (*t-test*, *p* = 0.0042, mean frequency 9.7x10^-4^ (with spatial interaction) and 9.6x10^-3^(without), see Materials and Methods) and their frequency spectrum is more skewed towards rare variants (**Fig 4E**). Both of these observations support stronger selection against TEs with PCH interactions than other TEs [52,58,59], which could result from the negative functional consequences of TE-PCH 3D interactions. It is worth noting that even 0.01% variation in fitness, which could be rarely detected in a laboratory, can result in large differences in population frequencies in nature.

Multiple other factors have been correlated with TE population frequencies, such as TE type, chromosome linkage, and recombination rate [53,61], and could also contribute to the low population frequencies of TEs displaying PCH interactions. However, TEs with and without PCH interactions do not differ in their class, type, chromosome linkage (**S6 Table**) or local recombination rate (*Mann-Whitney U test*, *p* = 0.40). On the other hand, we observed that TEs with PCH interactions tend to be closer to genes than TEs without such interactions, although the analysis is only marginally significant (*Mann-Whitney U test*, *p* = 0.065). 

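TE class and type were assigned to the families of the calls, with *FB* counted as TIR. Among the 11 interacting TEs with H3K9me2 spread, 5 were TIR elements (45.5%, exact 95% confidence interval 16.7% to 76.6%), 6 were LTR elements and none was a non-LTR element. Among the 95 others, 16 were TIR (16.8%, 9.94% to 25.9%), 69 LTR and 10 non-LTR. DNA against RNA elements gave p = 0.0393 (two-sided Fisher's exact test) and the 3 types gave p = 0.0483 (permutation test of the chi-square statistic, 100000 resamples), without adjustment for the number of tests. The chi-square test that the S6 Table names, run after seeing the data, gave 0.0582 in place of the permutation p for type. For the 7 TEs that interact in both replicates, p was 0.623 for class and 0.747 for type (exact tests), and with TEs without spread included in the set of 14 it was 0.166 and 0.196. With *FB* left out, class gave p = 0.0408 (Fisher's exact test) and type 0.0539 (permutation test), where the chi-square test gave 0.0480. On X lay 4 of the 11 interacting TEs (36.4%) and 38 of the 95 others (40.0%, Fisher's exact test, p = 1). Recombination rate was not analysed here.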

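Distance to the nearest gene was measured from the insertion interval of each call to the nearest RefSeq gene body of Release 6. It is 0 where the interval overlaps a gene, even in part, which counts as inside the gene. In both groups, TEs at a distance of 0 include ones that the authors' annotation classes as intergenic. The distance was 0 for 10 of the 11 interacting TEs with H3K9me2 spread and for 60 of the 95 others, so both medians were 0 bp. With each tie counted as 0.5, the probability that an interacting TE had the larger distance was 0.374, where 0.5 is no difference (two-sided permutation test of the rank sum, 100000 resamples, p = 0.113). Ties were many, since most TEs of both groups had a distance of 0. The Mann-Whitney U test that the paper names for this comparison, chosen after seeing the data, gave 0.108 in place of the permutation p. Distance to the nearest protein-coding gene gave p = 0.209 by the same permutation test. With TEs without spread included, 13 of 14 interacting TEs and 99 of 152 others lay inside a gene (permutation p = 0.0546). The share of TEs inside a gene body was 90.9% against 63.2% (Fisher's exact test, p = 0.0935), a comparison chosen after seeing the data.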

The stronger selection against TEs with PCH interactions could thus result from either the direct functional impact of PCH spatial contacts on adjacent genes (see Discussion) and/or other TE-mediated functional impacts along the linear chromosome (such as disrupting regulatory non-coding sequences).

## Discussion

An appreciable fraction of most eukaryotic genomes comprises constitutive heterochromatin, which is enriched for megabases of repetitive DNA localized predominantly around centromeres (PCH). However, because of technical difficulties associated with repetitive DNA, we have lacked a global and in-depth understanding of the 3D organization of the PCH domain, which encompasses at least a fifth of the human [62] and a third of the *D*. *melanogaster* genomes [37]. In this study, we provide a comprehensive and detailed picture of the 3D organization of PCH domains in *D*. *melanogaster* by combining genome-wide Hi-C analyses and cytological FISH studies. We developed a novel analysis approach that overcomes the challenges posed by repeated DNAs when determining 3D contact frequencies from Hi-C reads. Specifically, we relaxed the single-locus mapping restriction to include reads originating from the abundant repetitive DNA in PCH and used different combinations of PCH reads (single-locus mapping or not) depending on the question being addressed. Our investigations reveal significant, new insights into the interactions between different PCH regions and their 3D contacts with the euchromatic genome.

The coalescence of PCHs on different *D*. *melanogaster* chromosomes contributes to the formation of a large PCH domain in 3D nuclear space. However, we found that DNA contacts within the PCH domain are far from homogeneous. Our Hi-C analysis reveals the strongest interactions (~98%) involve PCH regions on the same chromosome arm (e.g., 2L), suggesting PCH regions from each arm are organized into distinct “territories” (**Fig 5**). This is similar to identified chromosome territories for the euchromatic genome [6,8,63–65]. It is clear from both the fusion of multiple PCH domains from different chromosomes [23] and our Hi-C and FISH analyses presented here that PCH regions from all the chromosomes do interact. However, some interactions occur more often than random, in particular the inter-arm (2L-2R, 3L-3R) and specific inter-chromosomal (3L/3R-4) 3D associations. Most strikingly, ~14% of identified H3K9me2-enriched regions in epigenomically defined euchromatin display preferential 3D contacts with the central PCH domains. Our quantitative FISH analysis further provides cytogenetic support for the Hi-C results. The bimodal distributions of PCH-PCH or EU-PCH distances in nuclei (**Figs 2E, 3F and 4B**) demonstrate that these 3D contacts are dynamic and can vary among cells, similar to what has been previously shown for the euchromatic *Hox* loci in mouse [66]. Importantly, polymorphic TE insertions in euchromatin allowed us to directly compare homologous sequences with and without H3K9me2 enrichment, which strongly supports the conclusion that H3K9me2 enrichment is required for EU-PCH 3D contacts.

**Fig 5:**
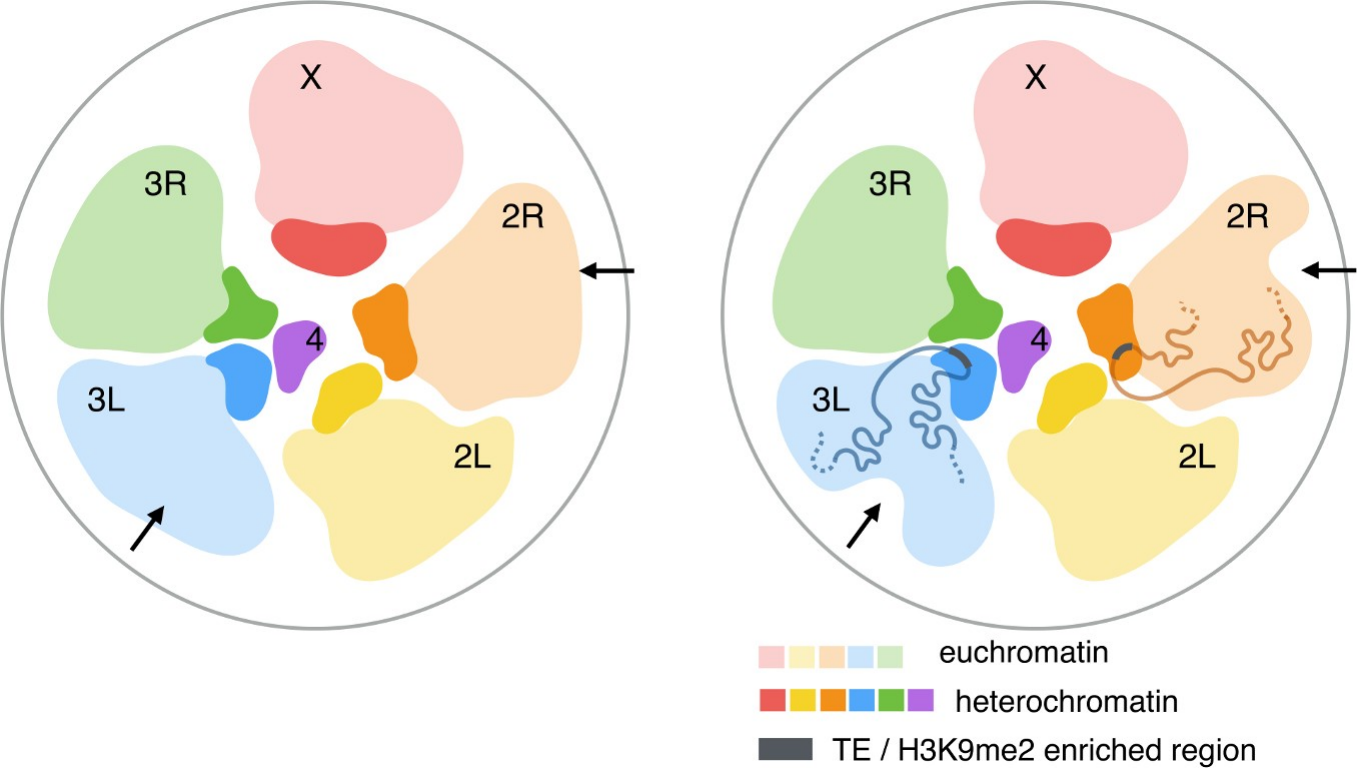
Proposed spatial architecture of *D*. *melanogaster* genome. PCH genomic regions located on different chromosomes coalesce to form the 3D PCH domains, or chromocenters. PCH regions (darker color) and the euchromatic genome (lighter color) form their own separate territories. PCH regions on different chromosomes interact, with inter-arm (2L-2R, 3L-3R) and inter-chromosomal 3^rd^-4^th^ chromosome 3D interactions being more frequent than random expectations. 3D contacts between polymorphic H3K9me2/3-enriched regions in the euchromatic genome (potentially due to TEs, gray bar) and PCH lead to varying 3D genome conformations between individuals (arrows). 3D structures of the euchromatic genome were based on [67] and the positions of PCH regions are inferred from data in **Fig 2B**.

Overall, the Hi-C and FISH analyses reveal a previously unknown picture of the 3D architecture of the PCH domains (**Fig 5**): the spatial interactions within the domains, instead of being random, are hierarchical. In addition, despite the separation of euchromatic and PCH territories on the same chromosome arm [67], short stretches of H3K9me2/3 enrichment in the euchromatic genome (with and without TEs) also dynamically interact with the main PCH domains. Both PCH-PCH and EU-PCH interactions happen most often within chromosome arms, which is consistent with the predictions of polymer physics on chromosome folding [68,69]. Importantly, the tendency of H3K9me2 islands to interact with PCH strongly depends on their distance to PCH on a linear chromosome. This suggests that euchromatic regions and PCH could be in spatial proximities transiently with a frequency that largely follows the polymer physics of chromosome folding. The enrichment of H3K9me2/3 and the reader protein HP1a at specific euchromatic loci would then inevitably lead to their liquid-like fusion with HP1a-enriched PCH, resulting in frequent and/or maintained EU-PCH 3D interactions. Alternatively, this association with PCH may be an active process, regulating gene expression in specific subsets of cells. Indeed, in mice, the spatial clustering of olfactory receptor genes into heterochromatin domains silences all except for one receptor gene that spatially loops out from the cluster [70].

Our observed specific spatial contacts between PCH regions located on different chromosomes are surprising, but nevertheless consistent with the coalescence of PCH of all chromosomes into chromocenters [23]. The varying frequencies of inter-chromosomal interactions could result from non-random positioning of PCH regions upon mitotic exit [32] or constraints imposed by other nuclear structures. For example, nucleoli, whose formation is driven by the transcription of rDNA arrays on the X chromosome, may impose structural constraints that lead to less frequent than expected spatial contacts involving X PCH. In addition, variation in biophysical properties (e.g., viscosity or varying protein compositions [71]) among PCH domains arising from specific chromosomes could result in different frequencies of liquid-liquid fusion. Indeed, the 4^th^ chromosome has a unique composition of histone modifications and chromatin proteins [31,43] and depends on a specific suite of genes for its regulation [72,73] (e.g., requirement of Egg for histone methylation [74]), both of which could result in biophysical properties that promote frequent 3D contacts between 4^th^ chromosome and specific PCH regions (e.g., 3L PCH).

Importantly, the population genetic analysis reveals that euchromatic TEs with PCH interactions have lower population frequencies than TEs lacking frequent PCH contacts (**Fig 4E**), suggesting that EU-PCH 3D interactions may influence individual fitness. What are the potential functional consequences of TE-PCH interactions that could influence individual fitness? TE-PCH interactions could lead to increased TE-induced enrichment of repressive epigenetic marks on neighboring sequences/genes. However, we found no difference in the extent or the magnitude of H3K9me2 spread around TEs with and without PCH interactions (*Mann-Whitney U test*, *p* = 0.30 (extent) and 0.53 (magnitude), **S13 Fig**), suggesting that TE-PCH interactions influence other aspects of nuclear organization critical for gene regulation and/or other genome functions. For instance, 3D interactions between PCH and TEs could bring neighboring euchromatic genes into the PCH domains and result in aberrant or enhanced silencing. On the other hand, the enrichment of HP1a, and likely spatial localization in the PCH domains, can promote the expression of genes in both PCH [24,75,76] and the euchromatic genome [77–79]. Still another possibility is that the spatial contact with PCH on one chromosome may “drag” its homolog to the same nuclear compartment due to somatic homolog pairing (reviewed in [80]), resulting in *trans*-silencing [81]. A preliminary analysis found that ~15% of heterozygous TEs induced H3K9me2 enrichment not only *in cis*, but also *in trans* on the homologous chromosome without the TE insertion (i.e., *trans-*epigenetic effects, **S1 Text**). Accordingly, the fitness consequences of TE-PCH spatial interactions could potentially result from their positive or negative impacts on the expression of genes *in cis* or *in trans* to TEs, or from influencing other genome functions, such as replication and repair. Further studies are needed to test these hypotheses.

It is important to note that TEs comprise an appreciable fraction of the euchromatic genomes of virtually all eukaryotes [82]. For instance, more than 50% of assembled human euchromatin contains TEs or TE-derived sequences [62,83], many of which are interspersed with actively transcribed genes and can influence gene expression through H3K9me2/3 spreading [50]. Moreover, the presence of many TE insertions at specific locations are polymorphic between individuals in natural populations (e.g., human [84,85], *Caenorhabditis* [86,87], *Drosophila* [53,54,88], and *Arabidopsis* [89–91]). Spatial interactions between euchromatic TEs and PCH can thus generate polymorphic 3D organization of the euchromatic genomes (**Fig 5**), leading to variation in critical biological functions that depend on chromosome conformations and even varying fitness between individuals. Our investigation of the spatial architecture of PCH domains could thus have strong implications for how such 3D organizations could influence gene regulation, genome function, and even genome evolution of both heterochromatin and the gene-rich euchromatin.

## Methods

### Fly strains

Three *D*. *melanogaster* strains were used: Oregon-R w1118 (abbreviated ORw1118, [8]) and two wildtype strains, RAL315 (Bloomington Drosophila Stock Center (BDSC) 25181) and RAL360 (BDSC 25186). The latter two are part of a large collection of genomically sequenced natural *D*. *melanogaster* strains [92], whose TE insertion positions were previously identified [88]. Flies were reared on standard medium at 25°C with 12hr light/12hr dark cycle.

### Euchromatin-heterochromatin boundaries

To identify Hi-C reads coming from PCH genomic regions, we used epigenetically defined euchromatin-heterochromatin boundary in [31] and converted those to Release 6 coordinates using liftover (https://genome.ucsc.edu). For defining H3K9me2-enriched euchromatic regions and euchromatic TE insertions, we used 0.5 Mb inward (distal to PCH) of the epigenetically defined euchromatin-heterochromatin boundary to be conservative about what is defined as euchromatin. The entirety of 4^th^ and Y chromosomes are enriched with heterochromatic marks [31,39] and are considered to be entirely heterochromatic.

### Generation and analysis of H3K9me2 ChIP-seq data

We performed ChIP-seq using antibody targeting H3K9me2 (Abcam 1220) on 16-18hr embryos of ORw1118 and two wildtype strains (see above). Embryo collections and ChIP-seq experiments were performed following [35], except that sequencing libraries were prepared using NEBNext Ultra DNA Library Prep Kit for Illumina (NEB cat#E7370L) following manufacturer’s protocol and sequenced on Illumina Hi-Seq 4000 with 100bp paired-end reads. Each sample has two ChIP replicates (biological replicates) with matching inputs.

Raw reads were processed with trim_galore [93] to remove adaptors, low-quality bases, and single-end reads. Processed reads were mapped to release 6 *D*. *melanogaster* genome with bwa mem with default parameters. Reads with a mapping quality lower than 30 were removed using samtools [94]. To have enough noise for the IDR analysis (see below), we ran Macs2 [95] using broad-peak and pair-end mode, and a liberal *p-value* threshold (0.5). This was followed by performing Irreproducible Rate (IDR) analysis [96] to identify H3K9me2 enriched regions that are consistent between replicates. We defined H3K9me2-enriched regions as those with low IDR (IDR < 0.01). IDR plots for replicates for three ChIP-seq samples can be found in **S14–S16 Figs**.

### Identification and analysis of TE insertions

#### TEs in wildtype strains

All potential TE insertions in RAL315 and RAL360 strains were previously identified using TIDAL [88]. We used the recommended coverage ratio (read number supporting TE presence/TE absence, coverage ratio at least three) to identify TEs with high confidence in these two wildtype strains. TEs in wildtype strains are used to identify ORw1118-specific TEs (see below).

#### Identification of TEs in ORw1118

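The TE calls of ORw1118 come from genomic DNA of adult females in 3 biological replicates, which the authors pooled before calling. No value of a call therefore has a spread between replicates, and the intervals given for the calls cover counting error only. The authors deposited 2 lists of TE insertions that are absent from the reference genome, one from paired reads treated as single-end and one from merged and trimmed reads. Both were made with TIDAL, a program that finds insertions through split reads, in which one part of a read maps to a TE and the other to the genome. For each call the lists give the interval in which the TE inserted, the TE family, the number of supporting reads, the normalized number of reads that span the site without a TE (reference reads), and the coverage ratio. The list from reads treated as single-end holds 1702 calls of 89 TE families with 80886 supporting reads in total, and each call has a median of 37 supporting reads (range 4 to 197). The list from merged reads holds 1487 calls of 77 families with 47318 supporting reads in total, a median of 26 per call (range 4 to 109). Reference reads had medians of 38.4 and 22.4 per site in these lists, and the intervals had median widths of 218 bp and 265 bp. In every call of both lists, the deposited coverage ratio equals the supporting reads divided by the reference reads plus 1, within a rounding tolerance of 0.051. Of 1199 gene names given for calls that the authors did not class as intergenic, 1198 have a RefSeq span over the insertion interval in Release 6 of the *D. melanogaster* genome, the build used for all positions of calls given here.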

To identify TEs in the ORw1118 strain, we performed genomic sequencing. Genomic DNA was prepared from 100 ORw1118 adult female flies for each biological replicate (three biological replicates in total) with Gentra Puregene Cell kit (Qiagen cat#158388) according to the manufacturer’s instructions. Whole-genome sequencing was done with overlapping 165bp pair-end Illumina sequencing on 230-240bp size genomic fragments.

We combined all three replicates of ORw1118 genomic sequencing to call TEs and quality filtered reads with Trim_galore. We identified TEs in ORw1118 also using TIDAL [88], which calls TEs with split-read methods and requires input reads to have the same length. Accordingly, we used two approaches to generate single-end reads from the original pair-end data (1) treating pair-end reads as single-end and (2) use SeqPrep (https://github.com/jstjohn/SeqPrep) to merge overlapping reads and trimmed reads to 200bp. 

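Among calls from reads treated as single-end, 870 of 1702 (51.1%) had a coverage ratio under 1, 553 had a ratio from 1 to under 3, and 279 had a ratio of at least 3 (16.4%, exact 95% confidence interval 14.7% to 18.2%). Among calls from merged reads, 684 of 1487 (46.0%) had a ratio under 1, 526 had a ratio from 1 to under 3, and 277 had a ratio of at least 3 (18.6%, exact 95% confidence interval 16.7% to 20.7%). In reads treated as single-end, calls with a ratio of at least 3 had a median of 117 supporting reads and 27.8 reference reads, against 27 supporting reads and 40.7 reference reads for the other calls. The median of reference reads fell from 46.7 at sites with up to 10 supporting reads to 30.1 at sites with 121 to 200 supporting reads. The minimum moved the number of calls more than any other setting, and with a minimum of 10 there were 7 calls from reads treated as single-end and 11 from merged reads. Inside gene bodies of Release 6 lay 178 of the 279 calls with a ratio of at least 3 (63.8%, exact 95% confidence interval 57.9% to 69.4%).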

We used the same TIDAL parameters (default) and coverage ratio (at least three) as those used in calling TEs in wildtype strains [88]. 249 called TEs overlap between the two approaches (89.2% and 89.9% of the called TEs, respectively). 

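A call was counted as shared when the other list held a call of the same TE family whose insertion interval overlapped by at least 1 bp, a rule that the paper's text does not state. With a coverage ratio of at least 3 in both lists, 247 calls were shared, which is 88.5% of the 279 calls from reads treated as single-end (exact 95% confidence interval 84.2% to 92.0%) and 89.2% of the 277 calls from merged reads (84.9% to 92.6%). Intervals up to 500 bp apart, with the same or any TE family, also gave 247, whereas no call had identical intervals in both lists. Of the 62 unshared calls, 60 have a counterpart of the same family in the other list with a coverage ratio under 3, and 58 of those counterparts have a ratio of at least 2. The remaining 2 calls, an *Ivk* on X from 21049430 to 21049525 with a coverage ratio of 16.2 in reads treated as single-end and an *INE-1* on 3R from 18377503 to 18377587 with a ratio of 3.6 in merged reads, have none; both were singled out after their values were seen. The shared calls belong to 35 families, and 125 of them (50.6%) fall in the 5 families with most shared calls, with 68 in *roo*, 16 in *FB*, 15 in *opus*, 13 in *pogo* and 13 in *412*. LTR elements account for 166 shared calls, TIR elements for 53 and non-LTR elements for 28. Across the 247 shared calls, log10 coverage ratios of the 2 approaches had a Spearman's rho of 0.724 and a Pearson's r of 0.742 (two-sided permutation p = 1e-05 for each, the smallest that 100000 resamples can give), and r was 0.715 without the 2 calls farthest from the median. Over all 1454 calls found in both lists, without a minimum of the ratio, rho was 0.972 and r 0.965. These coefficients are across loci, which are not independent replicates, and both lists come from the same reads.

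**Figure D2:**
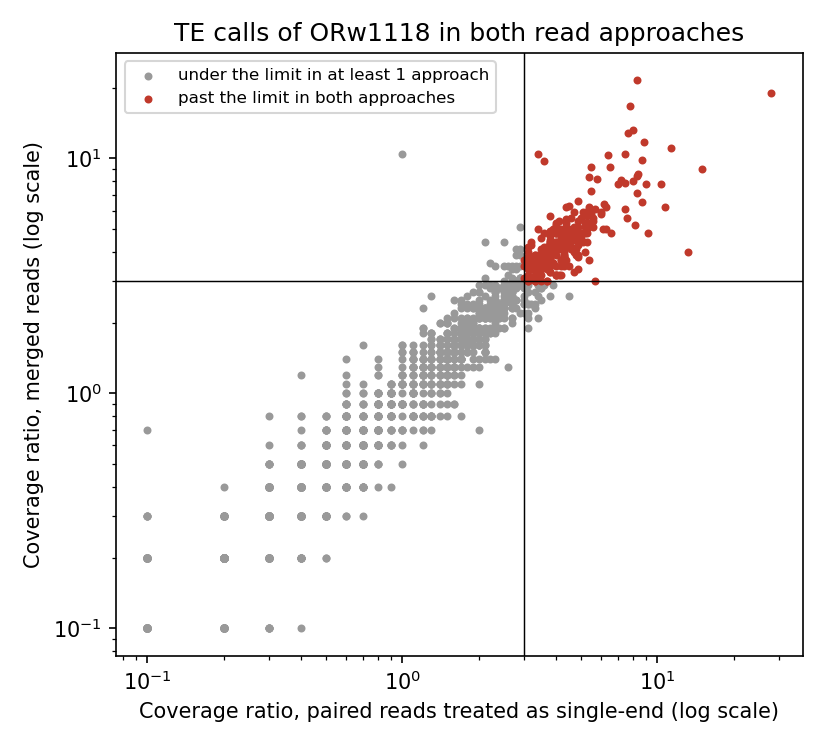
Coverage ratios of the 1454 calls found in both lists, from reads treated as single-end (horizontal axis) and from merged reads (vertical axis), both on log scales. Each point is 1 call, the lines mark a coverage ratio of 3, and the 247 calls past it in both lists are red.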

We further removed TEs in shared H3K9me2-enriched euchromatic regions of wildtype strains (see above) or shared with wildtype strains, with the idea that local enrichment of H3K9me2 in ORw1118 cannot be unambiguously attributed to the presence of TE insertions. In total, 166 euchromatic TEs in ORw1118 were identified with these criteria.

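The paper lists its 166 TEs in the S1 File by chromosome arm and distance to PCH, without positions or families, so they were matched to the calls by position. For each arm, the boundary that places most of these distances exactly on the PCH-proximal edge of a call from merged reads was taken, which gave 22011009 on 2L, 5398184 on 2R, 22962476 on 3L, 4552934 on 3R and 22628490 on X. With these boundaries 164 TEs fell exactly on a call from merged reads, and the other 2 fell exactly on a call from reads treated as single-end, so that all 166 were matched. With the same boundaries, set on merged reads, only 3 TEs, counted after seeing the data, fell exactly on a call from reads treated as single-end, whose interval edges differ. The next best boundary matched at most 6 TEs on any arm. Every matched TE has a coverage ratio of at least 3 in both lists and is among the 247 shared calls. In reads treated as single-end their coverage ratios had a median of 4.2 (range 3 to 28) and their supporting reads a median of 118.5 (range 28 to 197). They belong to 33 families, of which *roo* has 55 TEs, *FB* 11, *pogo* 11, *412* 10 and *opus* 9. The filters against wildtype strains use calls and H3K9me2 data that were not analysed here, so the step from the shared calls to these TEs was not repeated.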

To identify TE-induced local enrichment of H3K9me2, we used methods described in [35], which leverages between strain differences to identify TE-induced H3K9me2 enrichment regions with any shape, which oftentimes do not resemble peaks (e.g., **S9 Fig**). This approach is more sensitive than other custom pipelines, which look for enrichment with “peak” shape, followed by *ad hoc* merging of sharp peaks to generate “broad peak” calls (reviewed in [55,56]). We compared the enrichment of H3K9me2 in euchromatic TE neighborhoods in ORw1118 against wildtypes strains to estimate (1) the extent of TE-induced H3K9me2 enrichment (in kb) and (2) % of increase of H3K9me2 enrichment. We identified 106 ORw1118 TEs leading to at least 1kb spread of H3K9me2, with only 13 of them overlap with H3K9me2 enriched regions identified by Macs2.

We used the same approach as in [35] to estimate the population frequencies of ORw1118 TEs in an African population [60]. Similar to previously reported low population frequencies of TEs in *Drosophila* [52–54], only 36.36% of the 106 euchromatic TEs that induced H3K9me2 enrichment are present in a large African population [60] (i.e., 63.64% of those TEs are unique to ORw1118). This generally low population frequency of TEs is expected to limit the statistical power of comparison between TEs with and without PCH interactions. Indeed, we found that the median population frequencies for both TEs with and without PCH interactions are zero and not significantly different (*Mann-Whitney U test*, *p =* 0.10). Accordingly, we instead investigated whether the mean of their population frequencies differs (see main text).

### Analysis of Hi-C data

Raw Hi-C reads (two biological replicates) of 16-18hr embryos of ORw1118 from [38] were downloaded from GEO and quality filtered with trim_galore. TEs are abundant in both euchromatin and heterochromatin in *Drosophila* [37,97], and we were unable to unambiguously define which genomic compartment a TE-mapping read is from. Accordingly, we filtered reads that mapped to canonical TEs using bwa [98] and samtools [94]. Because simple and complex repeats posed serious challenges for genome assembly and are usually not included, filtered reads were then mapped to release 6 *D*. *melanogaster* reference genome (to identify “unique” and “multi” reads) or a list of known heterochromatic repeats (to identify “repeat” reads) using bwa with default parameters. Three types of reads are defined as from heterochromatin. (1) “unique” reads: reads that uniquely mapped (mapping quality at least 30) within epigenetically defined PCH regions in the assembled reference genome. (2) “repeat” reads: reads mapped to known heterochromatic repeats (**S1 Table**). (3) “multi” reads: reads that mapped to epigenetically defined PCH in the assembled reference genome but have mapping quality equals zero, which bwa assigns to multiple-mapped reads. Mapping locations of unique PCH reads are recorded and used for both PCH-PCH and PCH-EU analysis. The other two types of PCH reads were only used for PCH-EU analysis and their mapping locations, which are multiple in the genome, are not used. All the reads parsing were done with samtools. **S1 Fig** shows the flow chart for the filtering, mapping, and identification of PCH Hi-C reads, and the number of reads at each step. Genome-wide contact maps for both PCH and euchromatic regions (**S4 Fig**) were generated using HOMER with simple normalization [99].

#### Spatial interaction between PCH regions

Hi-C read pairs whose both ends mapped uniquely to epigenetically defined PCH were included in the analysis. Read pairs whose mapping locations are within 10kb to each other were removed, as our analysis focuses on long-range spatial interactions. We performed three sequential analyses (all read pairs, excluding intra-arm read pairs, excluding intra-chromosome read pairs) to identify three types of PCH-PCH interactions: within arm, within chromosome between arms (e.g., 2L-2R, 3L-3R), and between chromosomes. It is worth noting that not enough sequences have been assembled on the short arms of X, Y and 4^th^ chromosomes, thus precluding within chromosome, between arms analysis for these chromosomes. A theoretical percentage of each pairwise interaction among PCH regions on different chromosomes was estimated based on a mappability track of *D*. *melanogaster* Release 6 genome, which was generated using GEM mappability tool (using read length 50 and other default parameters, [40]). We then counted the number of bases with mappability one (i.e., can be unambiguously mapped in the genome) in the PCH regions of each chromosome. Expected percentage of each pairwise interaction was also estimated empirically from the percentage of reads mapping uniquely to the PCH on each chromosome arm, ignoring read pair information. Because the Hi-C data were generated using unsexed embryos, we assumed equal sex ratio when estimating expectations. To assess whether the observed percentage is more than the empirical expectation, we randomly permuted 10,000 times read pair labels, generated an empirical distribution of the percentage, and calculated one-sided *p-values*.

#### Spatial interaction between euchromatic regions and heterochromatin

We used samtools to parse out read pairs whose one end mapped uniquely (with mapping quality at least 30) within the focused euchromatin regions and estimated the percentage of PCH reads at the other end. All three categories of heterochromatic reads were included. Regions with less than 1,000 Hi-C read pairs were excluded from the analysis. We found strong correlations between replicates for both the percentage of euchromatin-PCH reads and the associated *p-values* (see below) for H3K9me2-enriched regions and TEs (*Spearman rank ρ* > 88%, *p* < 10^−16^, **S17 and S18 Figs**). To assess whether the percentage of euchromatin-PCH read pairs is significant, we randomly selected euchromatic regions without H3K9me2 enrichment, performed the same analysis to get a null distribution of the percentage, and estimated the *p-values*. We simulated 200 sets of non-H3K9me2 enriched random euchromatic regions that are of the same sample size, on the same chromosome and, for H3K9me2 enriched regions, of the same size as the focused set. This was done separately for H3K9me2 enriched regions and TEs and separately for the two replicates. Because of the tendency of within chromosome interactions (see main text) and the difference in the PCH sizes among chromosomes [36,37], the percentage of euchromatin-PCH read pairs varies between randomly selected regions on different chromosomes (**S19 Fig**). Also, smaller euchromatic regions have fewer Hi-C read pairs included in the analysis, which translates into smaller sample size and thus larger variance of the estimated percentage (**S20 Fig**), leading to the estimates more likely to hit the boundary condition (i.e., no euchromatin-PCH read pairs, **S20 Fig,** red circles). Accordingly, for each euchromatic region, the *p-value* is estimated using random regions that are on the same chromosome and of the same size quantile. For H3K9me2-enriched euchromatic regions, we used +/-1kb of the enriched region as the defined window. Because, unlike H3K9me2 enriched regions, euchromatic TEs were identified as a small interval with possible insertions within [88], we used +/- 2kb of the TE insertion site/interval as the defined window.

### Generation of FISH probes

#### Heterochromatic repeat probes

LNA probes [100] targeting AAGAG (bulk heterochromatin), AACAC (2R PCH), dodeca (3R PCH), AATAT (4^th^ and Y), and AATAGAC (Y) were ordered from Integrated DNA Technologies (IDT).

#### Oligopaint FISH probes

We designed Oligopaint probes that target single copy genome regions, following [45,101]. Each targeted euchromatic region has at least 500 probes designed to label it, with at least 12 probes/kb (**S5 Table**). For euchromatic TEs, designed Oligopaint probes target the “flanking” unique sequences instead of the TE itself. Within the total oligo library, each pool of probes targeting a genomic region was designed with an appended specific barcode (https://github.com/gnir/OligoLego, [102]), and an additional Universal barcode that were appended to the very 5' and 3' ends, both were used for PCR amplification of the specific/total library. Primary Oligopaint libraries were ordered from CustomArray (Bothell, WA), and amplified and synthesized into Oligopaint probes following [47]. To label specific subsets of oligos within the library, complementary "bridge" oligos were hybridized against their barcode, followed by hybridization with fluorophore-labeled secondary oligos complementary to an overhang of the bridge oligo. Bridge oligos and fluorescence-labeled secondary Oligopaint probe were ordered from IDT.

### Embryo collections, treatments, and fixations

#### Embryo collections

Flies laid eggs on fresh apple juice plate for 1hr (pre-lay), followed by 2hr egg-laying on new apple juice plates. Collected embryos were incubated at 25°C for 16hr to harvest 16-18hr embryos, which were then fixed immediately.

#### Embryo permeabilization and 1,6-hexanediol treatment

To allow effective permeabilization of 16-18hr late stage embryos for 1,6-hexanediol treatment, 0-2hr embryos were incubated at 18°C for 32hr, which equals to 16hr development at 25°C [103]. Embryos were dechorionated in 50% bleach for 90s, washed with water for 1 min, and treated with EPS, a d-limonene based solvent with low toxicity [103,104], for 2 min. Permeabilized embryos were either fixed immediately or incubated in 10% 1,6-hexanediol (dissolved in PBS) for 4 min, followed by a quick wash with PBS and fixed immediately.

#### Fixation of embryos

16-18hr embryos (without treatment) were dechorionated in 50% bleach for 90s, washed with water for 1 min. Dechorionated embryos, embryos with EPS treatment, or embryos with EPS and 1,6-hexanediol treatments were transferred to biphasic fixation solution with 4% formaldehyde (1.2mL Heptane, 75μL 16% formaldehyde, and 225 μL PBS), and shake for 20 min at room temperature. Embryos were then transferred to tubes with biphasic solution of equal volume of heptane and methanol, followed by vigorous shaking for 30-45s to crack the embryos, three washed with methanol, and stored in -20°C in methanol.

### FISH

#### Repeat probes

Embryos (stored in methanol) were rehydrated sequentially into PBT (1xPBS, 0.1% Tween-20), incubated with 100 μg/mL RNAseA in PBT for two hours at room temperature, washed twice with PBT, post-fixed with 4% formaldehyde in PBT for 20min, washed three times with PBT, and then sequentially transitioned into hybridization buffer (50% formamide, 5x SSC, 100 μg/mL Heparin, 100 μg/mL sheared salmon sperm DNA, and 0.1% Tween-20). Before hybridization, embryos were incubated with pre-hybridization solution (hybridization buffer boiled at 100°C for 5 min, chilled on ice) at 56°C for at least two hours. Embryos were then incubated with 25 ng/μL of LNA repeat probes (denatured at 70°C for 3 min) at 80°C for 15 min and then 37°C with shaking overnight. For FISH with AATAT probe, embryos were incubated at 37°C for three hours, then 25°C overnight. Embryos were washed with hybridization buffer twice at 37/25°C, followed by a sequential transition into PBT, two PBT washes at room temperature, DAPI staining, two PBS washes, resuspended in Prolong Gold Antifade (Life Technologies), and mounted on slides.

We used AATAT to mark 4^th^ chromosome heterochromatin. Because this repeat is also abundant on the Y [41], embryos were also stained with Y-specific repeat, AATAGAC, and only female embryos were analyzed for PCH-PCH FISH analysis.

#### Oligopaint probes and AAGAG probe

Embryo FISH with both Oligopaint and AAGAG (for bulk heterochromatin) LNA probe followed [105], except for staining nuclei with DAPI and resuspension in Prolong Gold Antifade (Life Technologies).

### Imaging and data analysis

Single optical sections of 16-18hr embryos were collected on Zeiss LSM710 confocal fluorescence microscope, using a 1.4NA 63X oil objective (Zeiss), and analyzed manually in Fiji [106]. Distances between centers of FISH signals were measured using Fiji linetool in a single optical section. Only nuclei with FISH signals for both probes visible in an optical section were included in the analysis. There are usually one or two chromocenters in *Drosophila* nuclei, which is reflected in the number of AAGAG foci. For FISH using Oligopaint and AAGAG probes, when there is more than one AAGAG focus, the distance was measured between the Oligopaint focus and the nearest AAGAG focus. Because there is no difference between test and control groups in the number of AAGAG foci (% of nuclei with two AAGAG foci: ORw1118 (25%) vs. wildtype (22.9%), *Fisher’s Exact test p* = 0.82; EPS treatment (14.6%) vs. EPS+1,6-hexanediol treatment (13.6%), *Fisher’s Exact test p* = 1), no biases should arise due to the presence of multiple AAGAG foci. We investigated whether the nuclear volume changed upon 1,6-hexanediol treatment by measuring the radii of the DAPI region in optical sections. Although no changes in nuclear volume were observed upon 1,6-hexanediol treatment (**S12 Fig**), we also performed analysis using “relative distance” between foci, which is the absolute 3D distance divided by the radius of the DAPI region, and observed the same results (**S11 Fig**). At least 70 nuclei were counted for each treatment/genotype.

## Supporting information

S1 Fig Flow chart for identification of PCH Hi-C reads (TIFF) Click here for additional data file.

S2 Fig Heatmap for the number of Hi-C read pairs supporting the spatial interactions between pairs of 100kb PCH windows for Hi-C replicate 2. Note that only the PCH regions are shown.
(TIFF) Click here for additional data file.

S3 Fig Circular plots showing inter-arm and inter-chromosomal interactions. Circular plot showing inter-arm and inter-chromosomal interactions supported by 95, 99, and 99.9 percentile of Hi-C reads. Average mappability of each window is shown in the inner track.
(TIFF) Click here for additional data file.

S4 Fig **Genome-wide normalized contact map of replicate 1 (left) and replicate 2 (right).** Both unique euchromatic and PCH regions are shown. Blue bars are PCH regions while gray bars are euchromatic regions. Centromeres are denoted as triangles. Each element in the matrix represents the *log ratio* between the number of observed contact (Hi-C read pairs) and the number of expected contacts under the assumption that each 500kb window would have equal number of total interactions across the genome. The number of observed contacts involving Y chromosome is too low for proper normalization and thus excluded from representation in the figure. Note that this normalization may be biased against interactions involving PCH regions (EU-PCH and PCH-PCH) because much fewer reads uniquely mapped to PCH regions than euchromatic regions.
(TIFF) Click here for additional data file.

S5 Fig Boxplot for the linear distance between H3K9me2 islands and PCH. H3K9me2-enriched with and without PCH interactions are in green and gray respectively.
(TIFF) Click here for additional data file.

S6 Fig Percentage of uniquely mapped heterochromatic Hi-C reads coming from a particular chromosome for euchromatic regions on different chromosomes. Data for replicate 2 is shown.
(TIFF) Click here for additional data file.

S7 Fig H3K9me2 enrichment level for euchromatic regions chosen for FISH analysis. There is H3K9me2 enrichment in both ORw1118 and wildtype strains for EU1-3, but none for control regions c.EU1-3. The fourth tracks (below RAL360, blue) are broad peaks called by Macs2 in ORw1118.
(TIFF) Click here for additional data file.

S8 Fig Representative FISH images for chosen euchromatic regions and PCH. (TIFF) Click here for additional data file.

S9 Fig H3K9me2 enrichment level in euchromatic TE neighborhood. Strain-specific H3K9me2 enrichment was observed for TE1 and TE2. Third track (one below RAL315, green) shows the insertion position of TEs in ORw1118 identified by TIDAL.
(TIFF) Click here for additional data file.

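All TE calls within the Oligopaint windows of the 4 TEs were listed, with no minimum of the coverage ratio. In reads treated as single-end, the windows of TE2 and c.TE1 each hold 1 call, the studied TE. The window of TE1 holds 1 more call, a *roo* from 16602258 to 16602322 with 4 supporting reads, 85.3 reference reads and a coverage ratio of 0, which merged reads lack. The window of c.TE2 holds 6 calls in each list. Apart from the studied *roo*, these are an *FB* with a coverage ratio of 0.2, a *hobo* with 3.1, a *jockey* with 1.8, a *flea* with 3.9 and a *Quasimodo* with 1.8 in reads treated as single-end, and merged reads gave 0.1, 3.0, 2.1, 2.9 and 1.8. The *hobo* (10394210 to 10394426) and the *flea* (10417353 to 10417580) start 15.6 kb and 7.51 kb from the start of the studied *roo*. The calls other than the studied TEs were named after their values were seen.

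**Figure D3:**
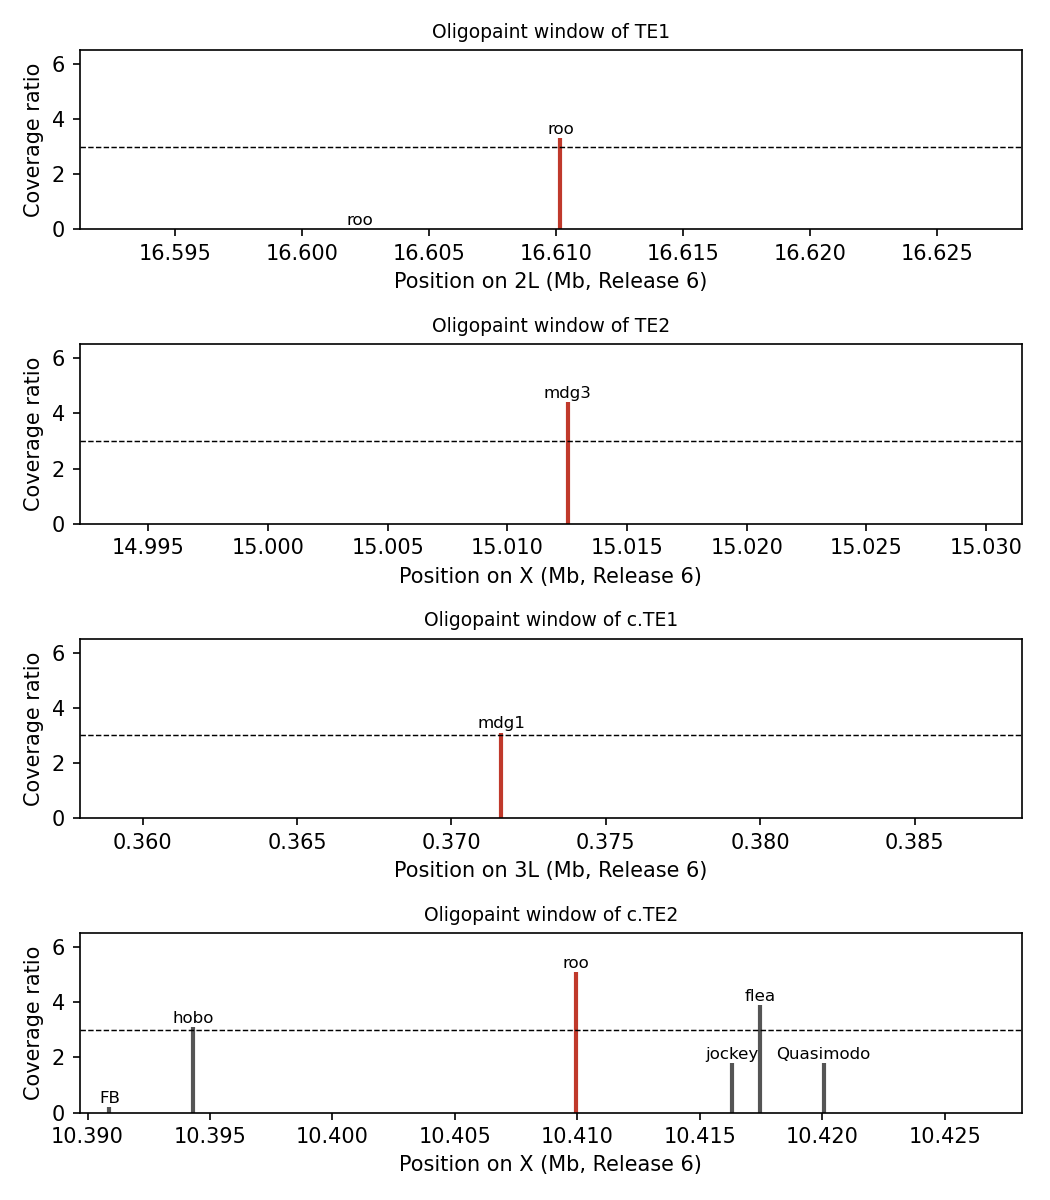
Coverage ratio (vertical axis) of every TE call from reads treated as single-end within the Oligopaint windows of TE1, TE2, c.TE1 and c.TE2, by position in Mb of Release 6 (horizontal axis). Red bars are the studied TEs, grey bars the other calls, each with its family, and the dashed line is a coverage ratio of 3. The second *roo* in the window of TE1 has a ratio of 0 and no visible bar.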

S10 Fig Genomic distribution of TEs with and without PCH interactions. **(A)** The extent of local H3K9me2 enrichment at TEs is shown on the y-axis for TEs with (green) and without (gray) local H3K9me2 enrichment, and with (dark green) and without (light green) PCH interaction. **(B)** The linear distance between PCH and TEs with (dark green) and without (light green) PCH interactions are shown in boxplots.
(TIFF) Click here for additional data file.

S11 Fig FISH validation for the influence of 1,6-hexanediol on the spatial associations between euchromatic TE and PCH using relative distance. **(A)** Representative FISH images for permeabilized embryos (EPS) and permeabilized embryos with 1,6-hexanediol treatment (EPS+HD). **(B)** Boxplot and **(C)** histogram showing the relative distance between TE1 and PCH. Comparisons of the distance between pairs of foci were tested with *Mann-Whitney test* (*p-values* in (A)) and *Fisher’s exact test* (for proportion of overlapping foci, *p-values* = 0.02 (ORw, EPS vs. EPS+HD), 1 (WT, EPS vs. EPS+HD), 0.057 (ESP treatment, ORw vs. WT), 0.55 (HD treatment, ORw vs. WT)). Threshold for nuclei with overlapping foci is denoted with a dashed line.
(TIFF) Click here for additional data file.

S12 Fig Nuclear size of embryos with and without 1,6-hexanediol treatment. EPS: permeabilized embryos; EPS+HD: permeabilized embryos with 1,6-hexanediol treatments.
(TIFF) Click here for additional data file.

S13 Fig Extent and magnitude of H3K9me2 enrichment of TEs with and without PCH interactions. (TIFF) Click here for additional data file.

S14 Fig IDR plots for ORw1118. (TIF) Click here for additional data file.

S15 Fig IDR plots for RAL315. (TIF) Click here for additional data file.

S16 Fig IDR plots for RAL360. (TIF) Click here for additional data file.

S17 Fig X-Y plots for the estimated proportion of euchromatin-PCH reads, and the associated *p-values*, between Hi-C replicates for H3K9me2-enriched regions. ***p < 0.001.
(TIFF) Click here for additional data file.

S18 Fig X-Y plots for the estimated proportion of euchromatin-PCH reads, and the associated *p-values*, between Hi-C replicates for euchromatic TEs. ***p < 0.001.
(TIFF) Click here for additional data file.

S19 Fig Distribution of the estimated euchromatin-PCH read pairs for random regions on different chromosomes. (TIFF) Click here for additional data file.

S20 Fig Distribution of the estimated euchromatin-PCH read pairs for random regions of different size. (TIFF) Click here for additional data file.

S1 Table List of heterochromatic simple and complex repeats. (PDF) Click here for additional data file.

S2 Table Number of Hi-C read pairs for pairs of PCH regions. (PDF) Click here for additional data file.

S3 Table Chromatin environment of euchromatic H3K9me2-enriched regions interacting with PCH. (PDF) Click here for additional data file.

S4 Table Properties of euchromatic H3K9me2-enriched regions interacting with PCH. (PDF) Click here for additional data file.

S5 Table Information for regions targeted by Oligopaint. (PDF) Click here for additional data file.

S6 Table Properties of euchromatic TEs interacting with PCH. (PDF) Click here for additional data file.

S1 Text *Trans* epigenetic effects of TEs. (PDF) Click here for additional data file.

S1 File Underlying numerical data corresponding to the main and supplementary figures. Spreadsheet containing all raw data used to generate graphs in the main and supplementary figures.
(XLSX) Click here for additional data file.

## References

[1] MisteliT, SoutoglouE. The emerging role of nuclear architecture in DNA repair and genome maintenance. Nat Rev Mol Cell Biol. 2009;10: 243–254. 10.1038/nrm2651 19277046PMC3478884

[2] BickmoreWA, van SteenselB. Genome Architecture: Domain Organization of Interphase Chromosomes. Cell. 2013;152: 1270–1284. 10.1016/j.cell.2013.02.001 23498936

[3] SextonT, CavalliG. The Role of Chromosome Domains in Shaping the Functional Genome. Cell. 2015;160: 1049–1059. 10.1016/j.cell.2015.02.040 25768903

[4] BonevB, CavalliG. Organization and function of the 3D genome. Nat Rev Genet. 2016;17: 661–678. 10.1038/nrg.2016.112 27739532

[5] DekkerJ, RippeK, DekkerM, KlecknerN. Capturing Chromosome Conformation. Science. 2002;295: 1306–1311. 10.1126/science.1067799 11847345

[6] Lieberman-AidenE, BerkumNL van, WilliamsL, ImakaevM, RagoczyT, TellingA, et al Comprehensive Mapping of Long-Range Interactions Reveals Folding Principles of the Human Genome. Science. 2009;326: 289–293. 10.1126/science.1181369 19815776PMC2858594

[7] DenkerA, Laat W de. The second decade of 3C technologies: detailed insights into nuclear organization. Genes Dev. 2016;30: 1357–1382. 10.1101/gad.281964.116 27340173PMC4926860

[8] SextonT, YaffeE, KenigsbergE, BantigniesF, LeblancB, HoichmanM, et al Three-Dimensional Folding and Functional Organization Principles of the Drosophila Genome. Cell. 2012;148: 458–472. 10.1016/j.cell.2012.01.010 22265598

[9] DixonJR, SelvarajS, YueF, KimA, LiY, ShenY, et al Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature. 2012 [cited 11 Apr 2012]. 10.1038/nature11082 22495300PMC3356448

[10] StadlerMR, HainesJE, EisenMB. Convergence of topological domain boundaries, insulators, and polytene interbands revealed by high-resolution mapping of chromatin contacts in the early Drosophila melanogaster embryo. In: eLife [Internet]. 17 11 2017 [cited 7 Sep 2018]. 10.7554/eLife.29550 29148971PMC5739541

[11] Arabidopsis Genome Initiative. Analysis of the genome sequence of the flowering plant Arabidopsis thaliana. Nature. 2000;408: 796–815. 10.1038/35048692 11130711

[12] SmithCD, ShuS, MungallCJ, KarpenGH. The Release 5.1 Annotation of Drosophila melanogaster Heterochromatin. Science. 2007;316: 1586–1591. 10.1126/science.1139815 17569856PMC2819280

[13] KarpenGH, LeM-H, LeH. Centric Heterochromatin and the Efficiency of Achiasmate Disjunction in Drosophila Female Meiosis. Science. 1996;273: 118–122. 10.1126/science.273.5271.118 8658180

[14] DernburgAF, SedatJW, HawleyRS. Direct evidence of a role for heterochromatin in meiotic chromosome segregation. Cell. 1996;86: 135–146. 10.1016/s0092-8674(00)80084-7 8689681

[15] PetersAHFM, O’CarrollD, ScherthanH, MechtlerK, SauerS, SchöferC, et al Loss of the Suv39h Histone Methyltransferases Impairs Mammalian Heterochromatin and Genome Stability. Cell. 2001;107: 323–337. 10.1016/s0092-8674(01)00542-6 11701123

[16] PengJC, KarpenGH. Heterochromatic Genome Stability Requires Regulators of Histone H3 K9 Methylation. PLOS Genet. 2009;5: e1000435 10.1371/journal.pgen.1000435 19325889PMC2654965

[17] JanssenA, ColmenaresSU, KarpenGH. Heterochromatin: Guardian of the Genome. Annu Rev Cell Dev Biol. 2018;34: 265–288. 10.1146/annurev-cellbio-100617-062653 30044650

[18] JamesTC, ElginSC. Identification of a nonhistone chromosomal protein associated with heterochromatin in Drosophila melanogaster and its gene. Mol Cell Biol. 1986;6: 3862–3872. 10.1128/mcb.6.11.3862 3099166PMC367149

[19] JacobsSA, TavernaSD, ZhangY, BriggsSD, LiJ, EissenbergJC, et al Specificity of the HP1 chromo domain for the methylated N-terminus of histone H3. EMBO J. 2001;20: 5232–5241. 10.1093/emboj/20.18.5232 11566886PMC125272

[20] ZhangP, SpradlingAC. The Drosophila Salivary Gland Chromocenter Contains Highly Polytenized Subdomains of Mitotic Heterochromatin. Genetics. 1995;139: 659–670. 771342310.1093/genetics/139.2.659PMC1206372

[21] MayerR, BreroA, von HaseJ, SchroederT, CremerT, DietzelS. Common themes and cell type specific variations of higher order chromatin arrangements in the mouse. BMC Cell Biol. 2005;6: 44 10.1186/1471-2121-6-44 16336643PMC1325247

[22] LarsonAG, ElnatanD, KeenenMM, TrnkaMJ, JohnstonJB, BurlingameAL, et al Liquid droplet formation by HP1α suggests a role for phase separation in heterochromatin. Nature. 2017;547: 236–240. 10.1038/nature22822 28636604PMC5606208

[23] StromAR, EmelyanovAV, MirM, FyodorovDV, DarzacqX, KarpenGH. Phase separation drives heterochromatin domain formation. Nature. 2017;547: 241–245. 10.1038/nature22989 28636597PMC6022742

[24] WakimotoBT, HearnMG. The effects of chromosome rearrangements on the expression of heterochromatic genes in chromosome 2L of Drosophila melanogaster. Genetics. 1990;125: 141–154. 211126410.1093/genetics/125.1.141PMC1203996

[25] GowenJW, GayEH. EFFECT OF TEMPERATURE ON EVERSPORTING EYE COLOR IN DROSOPHILA MELANOGASTER. Science. 1933;77: 312 10.1126/science.77.1995.312 17820329

[26] GirtonJR, JohansenKM. Chromatin structure and the regulation of gene expression: the lessons of PEV in Drosophila. Adv Genet. 2008;61: 1–43. 10.1016/S0065-2660(07)00001-6 18282501

[27] ElginSCR, ReuterG. Position-effect variegation, heterochromatin formation, and gene silencing in Drosophila. Cold Spring Harb Perspect Biol. 2013;5: a017780 10.1101/cshperspect.a017780 23906716PMC3721279

[28] FalkM, FeodorovaY, NaumovaN, ImakaevM, LajoieBR, LeonhardtH, et al Heterochromatin drives compartmentalization of inverted and conventional nuclei. Nature. 2019;570: 395 10.1038/s41586-019-1275-3 31168090PMC7206897

[29] VogelMJ, GuelenL, de WitE, HupkesDP, LodénM, TalhoutW, et al Human heterochromatin proteins form large domains containing KRAB-ZNF genes. Genome Res. 2006;16: 1493–1504. 10.1101/gr.5391806 17038565PMC1665633

[30] WenB, WuH, ShinkaiY, IrizarryRA, FeinbergAP. Large histone H3 lysine 9 dimethylated chromatin blocks distinguish differentiated from embryonic stem cells. Nat Genet. 2009;41: 246–250. 10.1038/ng.297 19151716PMC2632725

[31] RiddleNC, MinodaA, KharchenkoPV, AlekseyenkoAA, SchwartzYB, TolstorukovMY, et al Plasticity in patterns of histone modifications and chromosomal proteins in Drosophila heterochromatin. Genome Res. 2011;21: 147–163. 10.1101/gr.110098.110 21177972PMC3032919

[32] DernburgAF, BromanKW, FungJC, MarshallWF, PhilipsJ, AgardDA, et al Perturbation of Nuclear Architecture by Long-Distance Chromosome Interactions. Cell. 1996;85: 745–759. 10.1016/s0092-8674(00)81240-4 8646782

[33] CsinkAK, HenikoffS. Genetic modification of heterochromatic association and nuclear organization in Drosophila. Nature. 1996;381: 529–531. 10.1038/381529a0 8632827

[34] LeeYCG. The Role of piRNA-Mediated Epigenetic Silencing in the Population Dynamics of Transposable Elements in Drosophila melanogaster. PLoS Genet. 2015;11: e1005269 10.1371/journal.pgen.1005269 26042931PMC4456100

[35] LeeYCG, KarpenGH. Pervasive epigenetic effects of Drosophila euchromatic transposable elements impact their evolution. eLife. 2017;6 10.7554/eLife.25762 28695823PMC5505702

[36] HoskinsRA, CarlsonJW, KennedyC, AcevedoD, Evans-HolmM, FriseE, et al Sequence Finishing and Mapping of Drosophila melanogaster Heterochromatin. Science. 2007;316: 1625–1628. 10.1126/science.1139816 17569867PMC2825053

[37] HoskinsRA, CarlsonJW, WanKH, ParkS, MendezI, GalleSE, et al The Release 6 reference sequence of the Drosophila melanogaster genome. Genome Res. 2015; gr.185579.114. 10.1101/gr.185579.114 25589440PMC4352887

[38] SchuettengruberB, Oded ElkayamN, SextonT, EntrevanM, SternS, ThomasA, et al Cooperativity, specificity, and evolutionary stability of Polycomb targeting in Drosophila. Cell Rep. 2014;9: 219–233. 10.1016/j.celrep.2014.08.072 25284790

[39] GattiM, PimpinelliS. Functional Elements in Drosophila Melanogaster Heterochromatin. Annu Rev Genet. 1992;26: 239–276. 10.1146/annurev.ge.26.120192.001323 1482113

[40] DerrienT, EstelléJ, SolaSM, KnowlesDG, RaineriE, GuigóR, et al Fast Computation and Applications of Genome Mappability. PLOS ONE. 2012;7: e30377 10.1371/journal.pone.0030377 22276185PMC3261895

[41] DernburgAF. In Situ Hybridization to Somatic Chromosomes in Drosophila. Cold Spring Harb Protoc. 2011;2011: pdb.top065540. 10.1101/pdb.top065540 21880819

[42] FilionGJ, van BemmelJG, BraunschweigU, TalhoutW, KindJ, WardLD, et al Systematic protein location mapping reveals five principal chromatin types in Drosophila cells. Cell. 2010;143: 212–224. 10.1016/j.cell.2010.09.009 20888037PMC3119929

[43] KharchenkoPV, AlekseyenkoAA, SchwartzYB, MinodaA, RiddleNC, ErnstJ, et al Comprehensive analysis of the chromatin landscape in Drosophila melanogaster. Nature. 2011;471: 480–485. 10.1038/nature09725 21179089PMC3109908

[44] GraveleyBR, BrooksAN, CarlsonJW, DuffMO, LandolinJM, YangL, et al The developmental transcriptome of Drosophila melanogaster. Nature. 2011;471: 473–479. 10.1038/nature09715 21179090PMC3075879

[45] BeliveauBJ, JoyceEF, ApostolopoulosN, YilmazF, FonsekaCY, McColeRB, et al Versatile design and synthesis platform for visualizing genomes with Oligopaint FISH probes. Proc Natl Acad Sci U S A. 2012;109: 21301–21306. 10.1073/pnas.1213818110 23236188PMC3535588

[46] BeliveauBJ, ApostolopoulosN, WuC. Visualizing genomes with Oligopaint FISH probes. Curr Protoc Mol Biol. 2014;105: Unit 14.23. 10.1002/0471142727.mb1423s105 24510436PMC3928790

[47] BeliveauBJ, BoettigerAN, NirG, BintuB, YinP, ZhuangX, et al In Situ Super-Resolution Imaging of Genomic DNA with OligoSTORM and OligoDNA-PAINT. In: ErfleH, editor. Super-Resolution Microscopy: Methods and Protocols New York, NY: Springer New York; 2017 pp. 231–252. 10.1007/978-1-4939-7265-4_19PMC591921828924672

[48] LoheAR, BrutlagDL. Multiplicity of satellite DNA sequences in Drosophila melanogaster. Proc Natl Acad Sci U S A. 1986;83: 696–700. 10.1073/pnas.83.3.696 3080746PMC322931

[49] LoheAR, HillikerAJ, RobertsPA. Mapping Simple Repeated DNA Sequences in Heterochromatin of Drosophila Melanogaster. Genetics. 1993;134: 1149–1174. 837565410.1093/genetics/134.4.1149PMC1205583

[50] RebolloR, KarimiMM, BilenkyM, GagnierL, Miceli-RoyerK, ZhangY, et al Retrotransposon-Induced Heterochromatin Spreading in the Mouse Revealed by Insertional Polymorphisms. PLoS Genet. 2011;7: e1002301 10.1371/journal.pgen.1002301 21980304PMC3183085

[51] SentmanatMF, ElginSCR. Ectopic assembly of heterochromatin in Drosophila melanogaster triggered by transposable elements. Proc Natl Acad Sci. 2012;109: 14104–14109. 10.1073/pnas.1207036109 22891327PMC3435190

[52] CharlesworthB, LangleyCH. The population genetics of Drosophila transposable elements. Annu Rev Genet. 1989;23: 251–287. 10.1146/annurev.ge.23.120189.001343 2559652

[53] CridlandJM, MacdonaldSJ, LongAD, ThorntonKR. Abundance and Distribution of Transposable Elements in Two Drosophila QTL Mapping Resources. Mol Biol Evol. 2013;30: 2311–2327. 10.1093/molbev/mst129 23883524PMC3773372

[54] KoflerR, NolteV, SchlöttererC. Tempo and Mode of Transposable Element Activity in Drosophila. PLoS Genet. 2015;11: e1005406 10.1371/journal.pgen.1005406 26186437PMC4505896

[55] ParkPJ. ChIP–seq: advantages and challenges of a maturing technology. Nat Rev Genet. 2009;10: 669–680. 10.1038/nrg2641 19736561PMC3191340

[56] NakatoR, ShirahigeK. Recent advances in ChIP-seq analysis: from quality management to whole-genome annotation. Brief Bioinform. 2017;18: 279–290. 10.1093/bib/bbw023 26979602PMC5444249

[57] RibbeckK, GörlichD. The permeability barrier of nuclear pore complexes appears to operate via hydrophobic exclusion. EMBO J. 2002;21: 2664–2671. 10.1093/emboj/21.11.2664 12032079PMC126029

[58] LeeYCG, LangleyCH. Transposable elements in natural populations of Drosophila melanogaster. Philos Trans R Soc B Biol Sci. 2010;365: 1219–1228. 10.1098/rstb.2009.0318 20308097PMC2871824

[59] BarrónMG, Fiston-LavierA-S, PetrovDA, GonzálezJ. Population Genomics of Transposable Elements in Drosophila. Annu Rev Genet. 2014;48: 561–581. 10.1146/annurev-genet-120213-092359 25292358

[60] LackJB, CardenoCM, CrepeauMW, TaylorW, Corbett-DetigRB, StevensKA, et al The Drosophila Genome Nexus: A Population Genomic Resource of 623 Drosophila melanogaster Genomes, Including 197 from a Single Ancestral Range Population. Genetics. 2015; genetics.115.174664. 10.1534/genetics.115.174664 25631317PMC4391556

[61] PetrovDA, Fiston-LavierA-S, LipatovM, LenkovK, GonzálezJ. Population genomics of transposable elements in Drosophila melanogaster. Mol Biol Evol. 2011;28: 1633–1644. 10.1093/molbev/msq337 21172826PMC3080135

[62] LanderES, LintonLM, BirrenB, NusbaumC, ZodyMC, BaldwinJ, et al Initial sequencing and analysis of the human genome. Nature. 2001;409: 860–921. 10.1038/35057062 11237011

[63] LichterP, CremerT, BordenJ, ManuelidisL, WardDC. Delineation of individual human chromosomes in metaphase and interphase cells by in situ suppression hybridization using recombinant DNA libraries. Hum Genet. 1988;80: 224–234. 10.1007/bf01790090 3192212

[64] PinkelD, LandegentJ, CollinsC, FuscoeJ, SegravesR, LucasJ, et al Fluorescence in situ hybridization with human chromosome-specific libraries: detection of trisomy 21 and translocations of chromosome 4. Proc Natl Acad Sci U S A. 1988;85: 9138–9142. 10.1073/pnas.85.23.9138 2973607PMC282679

[65] KalhorR, TjongH, JayathilakaN, AlberF, ChenL. Genome architectures revealed by tethered chromosome conformation capture and population-based modeling. Nat Biotechnol. 2012;30: 90–98. 10.1038/nbt.2057 22198700PMC3782096

[66] WilliamsonI, BerlivetS, EskelandR, BoyleS, IllingworthRS, PaquetteD, et al Spatial genome organization: contrasting views from chromosome conformation capture and fluorescence in situ hybridization. Genes Dev. 2014;28: 2778–2791. 10.1101/gad.251694.114 25512564PMC4265680

[67] RosinLF, NguyenSC, JoyceEF. Condensin II drives large-scale folding and spatial partitioning of interphase chromosomes in Drosophila nuclei. PLOS Genet. 2018;14: e1007393 10.1371/journal.pgen.1007393 30001329PMC6042687

[68] DekkerJ, Marti-RenomMA, MirnyLA. Exploring the three-dimensional organization of genomes: interpreting chromatin interaction data. Nat Rev Genet. 2013;14: 390–403. 10.1038/nrg3454 23657480PMC3874835

[69] HaddadN, JostD, VaillantC. Perspectives: using polymer modeling to understand the formation and function of nuclear compartments. Chromosome Res. 2017;25: 35–50. 10.1007/s10577-016-9548-2 28091870PMC5346151

[70] MonahanK, HortaA, LomvardasS. LHX2- and LDB1-mediated trans interactions regulate olfactory receptor choice. Nature. 2019; 1. 10.1038/s41586-018-0845-0 30626972PMC6436840

[71] SwensonJM, ColmenaresSU, StromAR, CostesSV, KarpenGH. The composition and organization of Drosophila heterochromatin are heterogeneous and dynamic. eLife. 2016;5: e16096 10.7554/eLife.16096 27514026PMC4981497

[72] HaynesKA, GrachevaE, ElginSCR. A Distinct Type of Heterochromatin Within Drosophila melanogaster Chromosome 4. Genetics. 2007;175: 1539–1542. 10.1534/genetics.106.066407 17194780PMC1840055

[73] PhalkeS, NickelO, WalluscheckD, HortigF, OnoratiMC, ReuterG. Retrotransposon silencing and telomere integrity in somatic cells of Drosophila depends on the cytosine-5 methyltransferase DNMT2. Nat Genet. 2009;41: 696–702. 10.1038/ng.360 19412177

[74] SeumC, ReoE, PengH, IiiFJR, SpiererP, BontronS. Drosophila SETDB1 Is Required for Chromosome 4 Silencing. PLOS Genet. 2007;3: e76 10.1371/journal.pgen.0030076 17500594PMC1866353

[75] HearnMG, HedrickA, GrigliattiTA, WakimotoBT. The effect of modifiers of position-effect variegation on the variegation of heterochromatic genes of Drosophila melanogaster. Genetics. 1991;128: 785–797. 191624410.1093/genetics/128.4.785PMC1204552

[76] YasuharaJC, WakimotoBT. Molecular Landscape of Modified Histones in Drosophila Heterochromatic Genes and Euchromatin-Heterochromatin Transition Zones. PLoS Genet. 2008;4: e16 10.1371/journal.pgen.0040016 18208336PMC2211541

[77] PiacentiniL, FantiL, BerlocoM, PerriniB, PimpinelliS. Heterochromatin protein 1 (HP1) is associated with induced gene expression in Drosophila euchromatin. J Cell Biol. 2003;161: 707–714. 10.1083/jcb.200303012 12756231PMC2199350

[78] PiacentiniL, FantiL, NegriR, VescovoVD, FaticaA, AltieriF, et al Heterochromatin Protein 1 (HP1a) Positively Regulates Euchromatic Gene Expression through RNA Transcript Association and Interaction with hnRNPs in Drosophila. PLOS Genet. 2009;5: e1000670 10.1371/journal.pgen.1000670 19798443PMC2743825

[79] CrydermanDE, GradeSK, LiY, FantiL, PimpinelliS, WallrathLL. Role of Drosophila HP1 in euchromatic gene expression. Dev Dyn. 2005;232: 767–774. 10.1002/dvdy.20310 15704177

[80] JoyceEF, ErcegJ, WuC -ting. Pairing and anti-pairing: a balancing act in the diploid genome. Curr Opin Genet Dev. 2016;37: 119–128. 10.1016/j.gde.2016.03.002 27065367PMC4939289

[81] HenikoffS, DreesenTD. Trans-inactivation of the Drosophila brown gene: evidence for transcriptional repression and somatic pairing dependence. Proc Natl Acad Sci. 1989;86: 6704–6708. 10.1073/pnas.86.17.6704 2505257PMC297914

[82] ElliottTA, GregoryTR. Do larger genomes contain more diverse transposable elements? BMC Evol Biol. 2015;15: 69 10.1186/s12862-015-0339-8 25896861PMC4438587

[83] Consortium IHGS. Finishing the euchromatic sequence of the human genome. Nature. 2004;431: 931–945. 10.1038/nature03001 15496913

[84] StewartC, KuralD, StrömbergMP, WalkerJA, KonkelMK, StützAM, et al A Comprehensive Map of Mobile Element Insertion Polymorphisms in Humans. PLoS Genet. 2011;7: e1002236 10.1371/journal.pgen.1002236 21876680PMC3158055

[85] SudmantPH, RauschT, GardnerEJ, HandsakerRE, AbyzovA, HuddlestonJ, et al An integrated map of structural variation in 2,504 human genomes. Nature. 2015;526: 75–81. 10.1038/nature15394 26432246PMC4617611

[86] DolginES, CharlesworthB, CutterAD. Population frequencies of transposable elements in selfing and outcrossing Caenorhabditis nematodes. Genet Res. 2008;90: 317–329. 10.1017/S0016672308009440 18840306

[87] LaricchiaKM, ZdraljevicS, CookDE, AndersenEC. Natural Variation in the Distribution and Abundance of Transposable Elements Across the Caenorhabditis elegans Species. Mol Biol Evol. 2017;34: 2187–2202. 10.1093/molbev/msx155 28486636PMC5850821

[88] RahmanR, ChirnG, KanodiaA, SytnikovaYA, BrembsB, BergmanCM, et al Unique transposon landscapes are pervasive across Drosophila melanogaster genomes. Nucleic Acids Res. 2015;43: 10655–10672. 10.1093/nar/gkv1193 26578579PMC4678822

[89] WrightSI, LeQH, SchoenDJ, BureauTE. Population dynamics of an Ac-like transposable element in self- and cross-pollinating arabidopsis. Genetics. 2001;158: 1279–1288. 1145477410.1093/genetics/158.3.1279PMC1461736

[90] QuadranaL, SilveiraAB, MayhewGF, LeBlancC, MartienssenRA, JeddelohJA, et al The Arabidopsis thaliana mobilome and its impact at the species level. eLife. 2016;5: e15716 10.7554/eLife.15716 27258693PMC4917339

[91] StuartT, EichtenSR, CahnJ, KarpievitchYV, BorevitzJO, ListerR. Population scale mapping of transposable element diversity reveals links to gene regulation and epigenomic variation. eLife. 2016;5: e20777 10.7554/eLife.20777 27911260PMC5167521

[92] MackayTFC, RichardsS, StoneEA, BarbadillaA, AyrolesJF, ZhuD, et al The Drosophila melanogaster Genetic Reference Panel. Nature. 2012;482: 173–178. 10.1038/nature10811 22318601PMC3683990

[93] Babraham Bioinformatics—Trim Galore! [cited 18 Nov 2016]. Available: http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/

[94] LiH. A statistical framework for SNP calling, mutation discovery, association mapping and population genetical parameter estimation from sequencing data. Bioinforma Oxf Engl. 2011;27: 2987–2993. 10.1093/bioinformatics/btr509 21903627PMC3198575

[95] ZhangY, LiuT, MeyerCA, EeckhouteJ, JohnsonDS, BernsteinBE, et al Model-based Analysis of ChIP-Seq (MACS). Genome Biol. 2008;9: R137 10.1186/gb-2008-9-9-r137 18798982PMC2592715

[96] LiQ, BrownJB, HuangH, BickelPJ. Measuring reproducibility of high-throughput experiments. Ann Appl Stat. 2011;5: 1752–1779. 10.1214/11-AOAS466

[97] KaminkerJS, BergmanCM, KronmillerB, CarlsonJ, SvirskasR, PatelS, et al The transposable elements of the Drosophila melanogaster euchromatin: a genomics perspective. Genome Biol. 2002;3: RESEARCH0084.1253757310.1186/gb-2002-3-12-research0084PMC151186

[98] LiH, DurbinR. Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics. 2010;26: 589–595. 10.1093/bioinformatics/btp698 20080505PMC2828108

[99] HeinzS, BennerC, SpannN, BertolinoE, LinYC, LasloP, et al Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38: 576–589. 10.1016/j.molcel.2010.05.004 20513432PMC2898526

[100] WilliamsBR, BatemanJR, NovikovND, WuC-T. Disruption of Topoisomerase II Perturbs Pairing in Drosophila Cell Culture. Genetics. 2007;177: 31–46. 10.1534/genetics.107.076356 17890361PMC2013714

[101] BeliveauBJ, KishiJY, NirG, SasakiHM, SakaSK, NguyenSC, et al OligoMiner provides a rapid, flexible environment for the design of genome-scale oligonucleotide in situ hybridization probes. Proc Natl Acad Sci U S A. 2018;115: E2183–E2192. 10.1073/pnas.1714530115 29463736PMC5877937

[102] NirG, FarabellaI, EstradaCP, EbelingCG, BeliveauBJ, SasakiHM, et al Walking along chromosomes with super-resolution imaging, contact maps, and integrative modeling. PLOS Genet. 2018;14: e1007872 10.1371/journal.pgen.1007872 30586358PMC6324821

[103] RandMD. A method of permeabilization of Drosophila embryos for assays of small molecule activity. J Vis Exp JoVE. 2014 10.3791/51634 25046169PMC4214599

[104] RandMD, KearneyAL, DaoJ, ClasonT. Permeabilization of Drosophila embryos for introduction of small molecules. Insect Biochem Mol Biol. 2010;40: 792–804. 10.1016/j.ibmb.2010.07.007 20727969PMC3269133

[105] ErcegJ, AlHaj AbedJ, GoloborodkoA, LajoieBR, FudenbergG, AbdennurN, et al The genome-wide multi-layered architecture of chromosome pairing in early Drosophila embryos. Nat Commun. 2019;10: 4486 10.1038/s41467-019-12211-8 31582744PMC6776651

[106] SchindelinJ, Arganda-CarrerasI, FriseE, KaynigV, LongairM, PietzschT, et al Fiji: an open-source platform for biological-image analysis. Nat Methods. 2012;9: 676–682. 10.1038/nmeth.2019 22743772PMC3855844

# Supplementary material for: Pericentromeric heterochromatin is hierarchically organized and spatially contacts H3K9me2 islands in euchromatin
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008673. doi: 10.1371/journal.pgen.1008673
**Supplement:** S1 Table

**S1 Table. List of heterochromatic simple and complex repeats**

| <b>Repeat</b> | <b>Note</b>   |
|---------------|---------------|
| 1.686         |               |
| 1.688         |               |
| AAAACAT       |               |
| AAAAG         |               |
| AAAATAT       | AATAT variant |
| AAACAAT       |               |
| AAACAC        | AACAC variant |
| AAAGAC        | AAGAC variant |
| AAATTACT      |               |
| AACAC         | 1.672         |
| AAGAC         | 1.689, 1.701  |
| AAGACATGAC    |               |
| AAGACTAGAC    |               |
| AAGAG         | 1.705         |
| AAGAGAAGAGAG  | AAGAG variant |
| AAGAGAG       | AAGAG variant |
| AAGAGG        | AAGAG variant |
| AAGGAG        | AAGAG variant |
| AATAC         | 1.68          |
| AATAG         | 1.693         |
| AATAGAC       | 1.688         |
| AATAT         | 1.672         |
| AATATAT       | AATAT variant |
| ACATATAT      |               |
| ACCAGTACGGG   | undeca        |
| ACCGAGTACGGG  | dodeca        |
| AGATG         |               |
| His1          |               |
| His2A         |               |
| His2B         |               |
| His3          |               |
| His4          |               |
| rDNA          |               |
| Rsp           |               |

# Supplementary material for: Pericentromeric heterochromatin is hierarchically organized and spatially contacts H3K9me2 islands in euchromatin
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008673. doi: 10.1371/journal.pgen.1008673
**Supplement:** S2 Table

**S2 Table. Number of Hi-C read pairs for pairs of PCH regions**

| chr 1 | chr 2 | no. of read pairs |             | % of all read pairs |             |
|-------|-------|-------------------|-------------|---------------------|-------------|
|       |       | replicate 1       | replicate 2 | replicate 1         | replicate 2 |
| 2L    | 2L    | 1164391           | 773042      | 9.66%               | 9.63%       |
| 2L    | 2R    | 37392             | 38783       | 0.31%               | 0.48%       |
| 2L    | 3L    | 9525              | 9277        | 0.08%               | 0.12%       |
| 2L    | 3R    | 7190              | 6802        | 0.06%               | 0.08%       |
| 2L    | 4     | 6822              | 6949        | 0.06%               | 0.09%       |
| 2L    | X     | 1385              | 1408        | 0.01%               | 0.02%       |
| 2L    | Y     | 421               | 452         | 0.00%               | 0.01%       |
| 2R    | 2R    | 2758050           | 1778783     | 22.87%              | 22.15%      |
| 2R    | 3L    | 26163             | 24688       | 0.22%               | 0.31%       |
| 2R    | 3R    | 20945             | 20818       | 0.17%               | 0.26%       |
| 2R    | 4     | 19009             | 18245       | 0.16%               | 0.23%       |
| 2R    | X     | 4303              | 4177        | 0.04%               | 0.05%       |
| 2R    | Y     | 1491              | 1472        | 0.01%               | 0.02%       |
| 3L    | 3L    | 2490763           | 1600901     | 20.66%              | 19.94%      |
| 3L    | 3R    | 42885             | 43355       | 0.36%               | 0.54%       |
| 3L    | 4     | 22377             | 21738       | 0.19%               | 0.27%       |
| 3L    | X     | 3526              | 3532        | 0.03%               | 0.04%       |
| 3L    | Y     | 1432              | 1416        | 0.01%               | 0.02%       |
| 3R    | 3R    | 2492544           | 1731036     | 20.67%              | 21.56%      |
| 3R    | 4     | 17962             | 17364       | 0.15%               | 0.22%       |
| 3R    | X     | 3348              | 3251        | 0.03%               | 0.04%       |
| 3R    | Y     | 1649              | 1765        | 0.01%               | 0.02%       |
| 4     | 4     | 2050167           | 1321436     | 17.00%              | 16.46%      |
| 4     | X     | 2414              | 2552        | 0.02%               | 0.03%       |
| 4     | Y     | 771               | 678         | 0.01%               | 0.01%       |
| X     | X     | 778807            | 537628      | 6.46%               | 6.69%       |
| X     | Y     | 229               | 231         | 0.00%               | 0.00%       |
| Y     | Y     | 91377             | 58732       | 0.76%               | 0.73%       |

# Supplementary material for: Pericentromeric heterochromatin is hierarchically organized and spatially contacts H3K9me2 islands in euchromatin
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008673. doi: 10.1371/journal.pgen.1008673
**Supplement:** S3 Table

**S3 Table. Chromatin environment of euchromatic H3K9me2-enriched regions interacting with PCH**

| <b>Sexton et al. 2012</b>      |               |                      |             |                          | <b>Active vs other</b>    |                   | <b>Null vs other</b>      |                   |
|--------------------------------|---------------|----------------------|-------------|--------------------------|---------------------------|-------------------|---------------------------|-------------------|
| <b>3D interaction with PCH</b> | <b>Active</b> | <b>HP1a-enriched</b> | <b>Null</b> | <b>Polycomb-enriched</b> | <b>FET <i>p</i>-value</b> | <b>odds ratio</b> | <b>FET <i>p</i>-value</b> | <b>odds ratio</b> |
| Yes                            | 18            | 1                    | 20          | 4                        | 7.76E-03                  | 2.51              | 3.05E-02                  | 0.48              |
| No                             | 100           | 3                    | 291         | 57                       |                           |                   |                           |                   |

| <b>Filon et al. 2010</b>       |              |             |              |            |               | <b>Red+Yellow vs other</b> |                   | <b>Black vs other</b>     |                   |
|--------------------------------|--------------|-------------|--------------|------------|---------------|----------------------------|-------------------|---------------------------|-------------------|
| <b>3D interaction with PCH</b> | <b>BLACK</b> | <b>BLUE</b> | <b>GREEN</b> | <b>RED</b> | <b>YELLOW</b> | <b>FET <i>p</i>-value</b>  | <b>odds ratio</b> | <b>FET <i>p</i>-value</b> | <b>odds ratio</b> |
| Yes                            | 12           | 12          | 2            | 0          | 16            | 2.10E-02                   | 2.22              | 5.19E-04                  | 0.30              |
| No                             | 260          | 82          | 13           | 17         | 81            |                            |                   |                           |                   |

| <b>Kharchenko et al. 2011</b>  |          |          |          |          |          |          |          |          |          | <b>1,2,3,4 vs other</b>   |                   | <b>9 vs other</b>         |                   |
|--------------------------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|---------------------------|-------------------|---------------------------|-------------------|
| <b>3D interaction with PCH</b> | <b>1</b> | <b>2</b> | <b>3</b> | <b>4</b> | <b>5</b> | <b>6</b> | <b>7</b> | <b>8</b> | <b>9</b> | <b>FET <i>p</i>-value</b> | <b>odds ratio</b> | <b>FET <i>p</i>-value</b> | <b>odds ratio</b> |
| <b>S2 cells</b>                |          |          |          |          |          |          |          |          |          |                           |                   |                           |                   |
| Yes                            | 4        | 5        | 1        | 3        | 5        | 1        | 0        | 0        | 5        | 5.27E-05                  | 6.14              | 8.64E-03                  | 0.26              |
| No                             | 9        | 19       | 3        | 19       | 34       | 8        | 3        | 11       | 106      |                           |                   |                           |                   |
| <b>BG3 cells</b>               |          |          |          |          |          |          |          |          |          |                           |                   |                           |                   |
| Yes                            | 2        | 4        | 2        | 3        | 4        | 0        | 0        | 5        | 5        | 1.13E-02                  | 3.05              | 7.85E-01                  | 1.16              |
| No                             | 10       | 9        | 13       | 21       | 22       | 11       | 3        | 125      | 46       |                           |                   |                           |                   |

# Supplementary material for: Pericentromeric heterochromatin is hierarchically organized and spatially contacts H3K9me2 islands in euchromatin
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008673. doi: 10.1371/journal.pgen.1008673
**Supplement:** S4 Table

**S4 Table. Properties of euchromatic H3K9me2-enriched regions interacting with PCH**

|                                                                       | 3D interaction criteria           |                                   | test type             | Note                        |
|-----------------------------------------------------------------------|-----------------------------------|-----------------------------------|-----------------------|-----------------------------|
|                                                                       | both rep. sig.<br><i>p-values</i> | either rep.sig<br><i>p-values</i> |                       |                             |
| Distance to centromere                                                | <b>5.0E-02</b>                    | <b>2.0E-04</b>                    | <i>Mann-Whitney U</i> | with 3D interaction shorter |
| proportion of coding sequence                                         | <b>4.7E-03</b>                    | <b>7.6E-04</b>                    | <i>Mann-Whitney U</i> | with 3D interaction higher  |
| X vs autosome                                                         | 3.1E-01                           | 2.7E-01                           | <i>Fisher's Exact</i> |                             |
| size of H3K9me2 enriched region                                       | 3.4E-01                           | 3.1E-01                           | <i>Mann-Whitney U</i> |                             |
| H3K9me2 enrichment                                                    | 9.5E-01                           | 9.1E-01                           | <i>Mann-Whitney U</i> |                             |
| enrichment of Active TAD (Sexton et al. 2012)                         | <b>7.8E-03</b>                    | <b>3.2E-02</b>                    | <i>Fisher's Exact</i> | odds ratio = 1.88 (either)  |
| enrichment of Red and Yellow chromatin (Filion et al. 2010)           | <b>2.1E-02</b>                    | 1.2E-01                           | <i>Fisher's Exact</i> | odds ratio = 1.59 (either)  |
| enrichment of 1-4 of modEncode 9 states, S2 (Kharchenko et al. 2011)  | <b>5.3E-05</b>                    | <b>1.6E-02</b>                    | <i>Fisher's Exact</i> | odds ratio = 2.55 (either)  |
| enrichment of 1-4 of modEncode 9 states, BG3 (Kharchenko et al. 2011) | <b>1.1E-02</b>                    | <b>3.8E-02</b>                    | <i>Fisher's Exact</i> | odds ratio = 2.20 (either)  |
| depletion of Null TAD (Sexton et al. 2012)                            | <b>3.1E-02</b>                    | <b>1.0E-02</b>                    | <i>Fisher's Exact</i> | odds ratio = 0.50 (either)  |
| depletion of Black chromatin (Filion et al. 2010)                     | <b>5.2E-04</b>                    | <b>6.0E-04</b>                    | <i>Fisher's Exact</i> | odds ratio = 0.40 (either)  |
| depletion of 9 of modEncode 9 states, S2 (Kharchenko et al. 2011)     | <b>8.6E-03</b>                    | <b>7.3E-03</b>                    | <i>Fisher's Exact</i> | odds ratio = 0.35 (either)  |
| depletion of 9 of modEncode 9 states, BG3 (Kharchenko et al. 2011)    | 7.9E-01                           | 3.8E-01                           | <i>Fisher's Exact</i> |                             |

# Supplementary material for: Pericentromeric heterochromatin is hierarchically organized and spatially contacts H3K9me2 islands in euchromatin
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008673. doi: 10.1371/journal.pgen.1008673
**Supplement:** S5 Table

**S5 Table. Information for regions targeted by Oligopaint**

| <b>ID</b> | <b>chr</b> | <b>window start</b> | <b>window end</b> | <b>no. probes</b> | <b>probe density<br/>(per kb)</b> | <b>distance to<br/>centromere<br/>(Mb)</b> | <b>Notes</b> |
|-----------|------------|---------------------|-------------------|-------------------|-----------------------------------|--------------------------------------------|--------------|
| TE1       | 2L         | 16591247            | 16628353          | 504               | 13.58                             | 2.96                                       | roo          |
| TE2       | X          | 14992136            | 15031508          | 505               | 12.83                             | 3.92                                       | mdg3         |
| c.TE1     | 3L         | 357967              | 388478            | 507               | 16.62                             | 18.07                                      | mdg1         |
| c.TE2     | X          | 10389680            | 10428155          | 507               | 13.18                             | 8.52                                       | roo          |
| EU1       | 2R         | 10532124            | 10575010          | 503               | 11.73                             | 1.69                                       |              |
| EU2       | 2R         | 14557395            | 14591631          | 503               | 14.69                             | 5.71                                       |              |
| EU3       | 2R         | 19228022            | 19258953          | 507               | 16.39                             | 10.38                                      |              |
| c.EU1     | 3L         | 13665384            | 13696922          | 507               | 16.08                             | 4.73                                       |              |
| c.EU2     | 3L         | 10436331            | 10471601          | 505               | 14.32                             | 7.98                                       |              |
| c.EU3     | 2L         | 5938111             | 5970628           | 508               | 15.62                             | 13.62                                      |              |

# Supplementary material for: Pericentromeric heterochromatin is hierarchically organized and spatially contacts H3K9me2 islands in euchromatin
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008673. doi: 10.1371/journal.pgen.1008673
**Supplement:** S6 Table

**S6 Table. Properties of euchromatic TEs interacting with PCH**

|                                  | <b>3D interaction criteria</b>           |                                          | <b>test type</b>      | <b>Note</b>                 |
|----------------------------------|------------------------------------------|------------------------------------------|-----------------------|-----------------------------|
|                                  | <b>both rep. sig.</b><br><i>p-values</i> | <b>either rep.sig</b><br><i>p-values</i> |                       |                             |
| Distance to centromere           | <b>2.69E-02</b>                          | <b>3.73E-02</b>                          | <i>Mann-Whitney U</i> | with 3D interaction shorter |
| X vs autosome                    | 1.00E+00                                 | 1.00E+00                                 | <i>Fisher's Exact</i> |                             |
| extent of H3K9me2 spread         | 1.47E-01                                 | 3.03E-01                                 | <i>Mann-Whitney U</i> |                             |
| % increase in H3K9me2 enrichment | 1.90E-01                                 | 5.34E-01                                 | <i>Mann-Whitney U</i> |                             |
| type of TEs (TIR, non-LTR, LTR)  | 5.06E-01                                 | 9.84E-02                                 | <i>Chi-square</i>     |                             |
| DNA vs RNA TEs                   | 6.33E-01                                 | 2.39E-01                                 | <i>Fisher's Exact</i> |                             |
| Population frequencies           | <b>1.03E-02</b>                          | <b>4.19E-03</b>                          | <i>Student t test</i> | with 3D interaction lower   |

How the deposited data were processed for this re-analysis (not part of the article)

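Genomic DNA of adult ORw1118 females was sequenced in 3 biological replicates. The authors filtered the reads by quality, pooled the replicates and called TE insertions with TIDAL from single-end reads made in 2 ways, by treating paired reads as single-end and by merging and trimming overlapping pairs. Both lists of calls were used, and every value of a call belongs to the pooled replicates.

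The counts of supporting reads were deposited by the authors as the number of collapsed split reads at each insertion, summed over both sides and without normalization. Reference reads, the signal of the site without the TE, were normalized by the authors with TIDAL in a way that the lists do not state. The coverage ratio was deposited by the authors as supporting over reference reads, and on the lists it equals the supporting reads divided by the reference reads plus 1, within 0.051. The average BLAT score of the supporting reads was deposited by the authors on a scale that the lists do not state and was used only to describe the lists. The fraction of supporting reads on the first side of the insertion was deposited by the authors for each call. The lists held 1702 and 1487 calls with medians of 37 and 26 supporting reads. With 1 pooled value per call, intervals are exact Poisson intervals for reads and exact binomial (Clopper-Pearson) intervals for shares, at 95%, and cover counting error only.

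From the lists, the numbers of calls with a coverage ratio of at least 3, the calls shared by both lists, the calls inside gene bodies and the distance to the nearest gene body were computed. Genes and their spans came from RefSeq, Release 6, which was checked against the gene names given for the calls. The TEs of the S1 File were matched to calls by exact position, and the values of the call from reads treated as single-end were used for each TE. Hi-C p-values, H3K9me2 spread and distances to PCH are the paper's, from the S1 File, and positions of the Oligopaint windows are those of the S5 Table. Family was taken from the calls, and class and type were assigned to families by hand, with *FB* counted as TIR and families named by a number alone counted as LTR unless listed otherwise.

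PCH-interacting TEs were those with H3K9me2 spread and a p-value under 0.05 in either Hi-C replicate, compared with the other TEs with spread. Families and class were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over families, types by a permutation test of the chi-square statistic, and distances and coverage ratios by two-sided permutation tests of the rank sum. Permutation tests used 100000 resamples with a fixed seed of 1, or all permutations with fewer than 10 TEs in a group. Ratios were compared between the lists as log10 after adding 0.1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

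The tests were tried on simulated data of 106 TEs with 11 interacting. The family *pogo*, the only one enriched in these data, was given to 60% of the interacting TEs and called in 87 of 100 simulations. No family was called in any of 100 simulations without enrichment. The rank sum test called a shift of 1 SD in 83 of 100 simulations and no shift in 6. The arm boundaries were recovered in 5 of 5 simulated arms.

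TEs and genes are named by a rule set before the data were examined: TE1, TE2, c.TE1 and c.TE2, every TE with spread and a p-value under 0.05 in both Hi-C replicates with its host or nearest gene, the families that the paper names, and the 5 families with most shared calls. TEs and genes named outside this rule are marked where they appear. The alternatives tried were other minimums of the coverage ratio, other sequences, other rules for a shared or matched call, merged reads, other sets of PCH-interacting TEs, other measures of spread and other gene sets. TE calls of the wildtype strains, ChIP-seq, Hi-C and FISH data were not analysed here.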

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

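All tests in this part were chosen after the result was seen.

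The paper's analyses use calls with a coverage ratio of at least 3. Under that limit in both read approaches lie 1147 calls found in both lists, each with more than 3 supporting reads in each list. They belong to 72 families, among them 197 *roo* and 154 *FB* calls, and have a median of 34 supporting reads in reads treated as single-end. Of these calls, 458 have a coverage ratio of at least 1 in both lists. Both lists come from the same pooled reads, so a call in both is not an independent observation. Neither a technical nor a biological explanation of these calls was tested.

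Some Oligopaint windows hold TE calls past the coverage ratio limit other than the studied TE. The window of c.TE2 holds a *hobo* with a coverage ratio of 3.1 and a *flea* with 3.9 in reads treated as single-end. The *hobo* is in the S1 File, where the paper lists 2 kb of H3K9me2 spread against RAL360 and 0 kb against RAL315, and Hi-C p-values of 0.933 and 0.819. The *flea* is not among the TEs of the S1 File, and its coverage ratio of 2.9 in merged reads is under the limit. The window of c.EU1 on 3L holds a *blood* from 13687137 to 13687378 in an intron of *bru-3* with a coverage ratio of 3.5 (3.9 in merged reads), for which the S1 File lists no spread and Hi-C p-values of 0.790 and 0.798. These 3 TEs lie outside the rule for named TEs and were chosen after their values were seen. All 3 have a counterpart of the same family in the other list at any coverage ratio. So have 278 of the 279 calls past the limit in reads treated as single-end. Since nearly every call has a counterpart and both lists come from the same reads, this says little about these 3. The effect of these TEs on the FISH distances was not tested, and no biological explanation was tested.

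The lists hold 4 calls on the Y, each with more than 3 supporting reads in both lists, although the DNA came from adult females. They too were named after their values were seen. A *G2* at 1447472 and a *G5* at 1454278 have 58.4 and 31.9 reference reads in reads treated as single-end, against a median of 39.2 over the autosome arms. The smaller of these is 0.814 times that median. In merged reads the *G5* had 0.704 times and the *G2* 0.996 times the median over the autosome arms. At these 2 sites, this argues against a small amount of Y-chromosomal DNA in the samples as the source of these reads. Reads from similar sequence elsewhere in the genome were not tested and stay open. The calls at 311341 and 3630428, the second a *roo*, have 15 and 8 supporting reads and no reference reads, so that their coverage ratios of 15 and 8 rest on a reference count of 0. The larger number of supporting reads is 0.128 times the median of 117 at autosomal calls past the limit. For these sites a small amount of Y-chromosomal DNA and reads from similar sequence elsewhere cannot be told apart, because no read of the site without the TE is present. No biological explanation was tested.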

How the results depend on the processing

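In this part, the Mann-Whitney U tests, the chi-square test of type, the share of TEs inside a gene body, the nearest gene other than the host gene, the matches to each read approach alone and the sets for X linkage were chosen after the data were seen, and the other alternatives were set before the data were examined.

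The number of calls moved with the coverage ratio minimum. Without a minimum there were 1702 calls from reads treated as single-end, 1487 from merged reads and 1454 shared, with a minimum of 1 there were 832, 803 and 765, with 5 there were 65, 77 and 52, and with 10 there were 7, 11 and 2. Identical insertion intervals gave 0 shared calls, and the cause was not tested. The other rules for a shared call and the restrictions to the major arms or to euchromatin kept the numbers within 1.5 times of the main values, from 224 to 278 shared calls. All 166 TEs of the S1 File stayed matched under the planned rules, and 164 matched merged reads alone, against 3 in reads treated as single-end alone with the boundaries set on merged reads. The share of calls inside genes was 28.6% with a minimum of 10, where only 7 calls remain.

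The class of PCH-interacting TEs, at p = 0.0393 by Fisher's exact test, had p = 0.623 with interaction in both replicates, 0.166 with TEs without spread included and 0.667 with both changes. Type, at a permutation p of 0.0483, had 0.747, 0.196 and 0.747 under these sets and 0.0539 with *FB* left out. The chi-square test of type gave 0.0582 in the main set, 0.0480 with *FB* left out, 0.607 with interaction in both replicates, 0.195 with TEs without spread included and 0.630 with both changes. Leaving out *FB* thus moved each of the tests of type across the threshold, in opposite directions. Class stayed under it with *FB* left out (Fisher's exact test, p = 0.0408). The sets in both replicates hold fewer interacting TEs, and otherwise the cause was not tested. No family passed the adjusted threshold under any set, with adjusted p from 0.754 to 1, and X linkage had p from 0.774 to 1.

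The difference in median distance to PCH, -5.24 Mb, was -3.55 Mb (permutation p = 0.112) with TEs without spread included and -0.31 Mb (exact permutation p = 0.422) within the autosomes. It kept its direction in every alternative and stayed past the threshold with interaction in both replicates, in both replicates with TEs without spread, on X and by the Mann-Whitney U test. Distance to the nearest gene stayed in the same direction and did not pass the threshold in any alternative, with p from 0.0546 to 0.404.

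The difference in median coverage ratio between interacting and other TEs, -0.3, changed sign to 0.2 with interaction in both replicates and to 0.35 with TEs without spread also included, and was -0.8 in merged reads (permutation p = 0.0988), with no p under 0.05. Spearman's rho of coverage ratio with spread changed sign to 0.0495 against RAL315 only and was -0.189 among the 106 TEs with spread (permutation p = 0.0529). The share of LTR elements with spread exceeded that of other TEs by 2.66 percentage points in the main comparison (Fisher's exact test, p = 0.860). The difference was 2.03 points against RAL360 only (Fisher's exact test, p = 0.866) and 18.9 points against RAL315 only (Fisher's exact test, p = 0.0280). By the extent of the main comparison, the mean of LTR elements was 1.24 kb larger (permutation p = 0.0270). The cause was not tested. The coverage ratios of TE1, TE2, c.TE1 and c.TE2 in merged reads lay within the intervals from reads treated as single-end.

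Distances to transcription start sites and to exons were not run, because the gene table used here gives the spans of RefSeq genes without strand or exons. Leaving out each replicate was not possible with the deposited lists, because the authors pooled the replicates before calling. Calls were not made again from the reads of each replicate. No paired analysis was possible because there is 1 pooled group. Comparisons of interacting TEs are limited by their number, 11, and the values of single calls by their supporting reads.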

Differences from the paper's values

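The Mann-Whitney U tests, the chi-square test of type and the nearest gene other than the host gene named in this part were chosen after the data were seen.

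The paper gives 1.75% of TEs without H3K9me2 spread as interacting with PCH, and the S1 File values gave 5.00% (3 of 60) in either Hi-C replicate. Interaction in both replicates gave 1.67% (1 of 60), which is within 1.5 times of the paper's value. The denominators differ, since the paper's percentage for 1 TE corresponds to 57 TEs without spread and the S1 File lists 60.

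For the TE families, the paper gives p above 0.26 for every family, and the smallest p here was 0.0279. None of the alternatives set before the data were examined closed the gap, with 0.0868 for interaction in both replicates, 0.0361 and 0.0899 with TEs without spread included in either and both replicates, and 0.0279 with families from merged reads.

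For the distance to the nearest gene, the paper's p is 0.065 and the value here was 0.113. Of the alternatives set before the data were examined, the set with TEs without spread included gave 0.0546, within 1.5 times of the paper's value, and interaction in both replicates (0.404), both replicates with TEs without spread (0.342) and the nearest protein-coding gene (0.209) did not close the gap. Chosen after the values were seen, the Mann-Whitney U test (0.108) and the nearest gene other than the host gene (0.164) did not close it either.

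For DNA against RNA elements in either replicate, the paper's S6 Table gives p = 2.39E-01 and the value here was 0.0393. The set with TEs without spread included gave 0.166, within 1.5 times of the paper's value, and interaction in both replicates (0.623), both replicates with TEs without spread (0.667) and *FB* left out (0.0408) did not. For TIR, non-LTR and LTR elements in either replicate, the S6 Table gives p = 9.84E-02 and the permutation p here was 0.0483. Interaction in both replicates (0.747), TEs without spread included (0.196 and 0.747) and *FB* left out (0.0539) did not close this gap. The chi-square test that the S6 Table names, chosen after the values were seen, gave 0.0582, and 0.0480 with *FB* left out, 0.607 with interaction in both replicates and 0.195 and 0.630 with TEs without spread included, which did not close it either. The paper states that PCH-interacting TEs are not significantly enriched for a class or type. In the set of either replicate, the exact test of class and the permutation test of type are under 0.05 here without adjustment, and the chi-square test of type is under it only with *FB* left out.

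The paper counts 14 and 8 interacting TEs among those with H3K9me2 spread in either and both replicates. The S1 File holds 11 and 7 of these with spread, and 14 and 8 when TEs without spread are included. The paper's p for the distance to PCH is reached with the 11 TEs with spread, at 0.0366 by permutation and 0.0373 by the Mann-Whitney U test, and the S6 Table's value for both replicates with the 7 TEs, at 0.0246 by exact permutation and 0.0269 by the Mann-Whitney U test.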

Other observations

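In this part, the tests of depth and of regions on X, of calls in 1 read approach only, of the PCH-proximal part and of *roo* were chosen after the result was seen, and the tests of coverage ratio and of LTR elements were set before the data were examined.

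A TE carried by only part of the ORw1118 stock would dilute its H3K9me2 and Hi-C signals. Across the 166 TEs of the S1 File, Spearman's rho between coverage ratio and extent of spread was -0.0244 (two-sided permutation p = 0.754, Benjamini-Hochberg adjusted p = 0.898 over 6 relations) and Pearson's r -0.0576 (p = 0.425, adjusted 0.560), and r was -0.00991 without the 2 TEs farthest from the median ratio. These coefficients are across loci, which are not independent replicates. The median coverage ratio of the 11 interacting TEs differed from that of the 95 others by -0.3 (permutation p = 0.403). The largest values under the alternatives were a rho of -0.189 among the 106 TEs with spread (permutation p = 0.0529, adjusted p = 0.318) and a difference of -0.8 in merged reads (permutation p = 0.0988), both opposite in sign to what dilution predicts. In the predicted direction were rho against RAL315 only, at 0.0495 (permutation p = 0.529), and the differences for interaction in both replicates, at 0.2 (exact permutation p = 0.683), and with TEs without spread also included, at 0.35 (exact permutation p = 0.475). None of these passed the threshold. Since all these TEs have a ratio of at least 3, a relation over a wider range cannot be told apart from none.

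H3K9me2 spread was listed for 75 of 116 LTR TEs (64.7%) and 31 of 50 others (62.0%, Fisher's exact test, p = 0.860). This test gave no sign that spread depends on this type. Spread against RAL360 only gave none either (56.0% against 54.0%, Fisher's exact test, p = 0.866). Of the alternatives, 2 passed the threshold, so a dependence is not excluded. These were spread against RAL315 only (50.9% against 32.0%, Fisher's exact test, p = 0.0280) and mean extent (2.94 kb against 1.70 kb, permutation p = 0.0270). Among *roo* TEs, 44 of 55 had spread (80.0%), and *roo* differed from all other TEs (Fisher's exact test, p = 0.00329, adjusted p = 0.00987 over 3 comparisons). LTR TEs other than *roo* had spread in 31 of 61 (50.8%), against 62.0% of TEs that are not LTR (Fisher's exact test, p = 0.255). Their mean extent was 1.61 kb, against 1.70 kb for TEs that are not LTR and 4.42 kb for *roo*. The larger mean extent of LTR TEs thus lay in *roo*. TE family may thus relate to spread, a hypothesis found and tested on the same TEs.

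Calls past the coverage ratio limit were more frequent on X, with 101 of 277 (36.5%, exact 95% confidence interval 30.8% to 42.4%), than on the autosome arms, with 175 of 1405 (12.5%, 10.8% to 14.3%), an odds ratio of 4.03 (Fisher's exact test, p = 2.20e-19) in reads treated as single-end and 4.05 in merged reads. Lower depth on X is argued against as the whole cause, since it would lower the supporting reads too, and their median was 24 higher on X than on the autosome arms (57 against 33, permutation p = 1e-05, the smallest that 100000 resamples can give). As part of the cause it stays open. The median of reference reads was lower on X (32.7 against 39.2). At matched numbers of supporting reads X had a median of 2.4 fewer reference reads (-2.4, permutation within bins of supporting reads, p = 1e-05). This cannot point to depth, since the coverage ratio divides by the reference reads, and fewer of them restates the higher ratio. The 40 sites on X and 246 on the autosome arms with fewer than 10 supporting reads had medians of 47.5 and 46.7 reference reads. The medians were 43.9 and 43.8 at sites with 11 to 20 supporting reads, and 27.8 and 33.8 at sites with 81 to 100. Other reasons for fewer reference reads on X were not tested. Different families on X are argued against as the whole cause by an odds ratio over families of 4.64 (permutation within families, p = 1e-05). Without the 2 windows of 2 Mb on X with most such calls, the odds ratio was 3.12 (Fisher's exact test, p = 8.85e-11). A difference between X and autosomes in the share of chromosomes with a TE stays open, and no biological explanation was tested.

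Of the 62 calls past the limit in 1 read approach only, 54 (87.1%) have a counterpart in the other list whose exact 95% Poisson interval of the coverage ratio reaches the limit. For the other calls the counterpart is absent or its interval lies under the limit. How near the limit the calls' own ratios lie was not part of this test. Their median was 3.25 for calls only in reads treated as single-end (maximum 16.2) and 3.5 for calls only in merged reads (maximum 10.5). A first version of this test counted any counterpart under the limit, which does not show how near the limit it lies, and was replaced.

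The TEs of the S1 File lie at least 2.64 Mb (2L) to 5.33 Mb (3R) from the boundaries matched here. The S5 Table labels its distances as distances to the centromere. Taken instead as distances to a PCH boundary, they place the boundary 2.44 to 4.53 Mb farther out on the 4 arms that the S5 Table covers. Between these boundaries, and at least 0.5 Mb from the inner one, lie 39 shared calls, of which 1 is in the S1 File, against 144 of 162 (88.9%) elsewhere on these arms. Even removal along the arms is argued against by a hypergeometric p of 4.89e-26. A first version of this test took the nearest TEs of the S1 File as the limit of the part, which fixes its outcome, and was replaced by the S5 Table distances. The removal of TEs in H3K9me2-enriched regions shared with wildtype strains and another boundary of euchromatin stay open and were not tested.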
